# Transcriptional Profiling of Chondrodysplasia Growth Plate Cartilage Reveals Adaptive ER-Stress Networks That Allow Survival but Disrupt Hypertrophy

**DOI:** 10.1371/journal.pone.0024600

**Published:** 2011-09-15

**Authors:** Trevor L. Cameron, Katrina M. Bell, Liliana Tatarczuch, Eleanor J. Mackie, M. Helen Rajpar, Ben T. McDermott, Raymond P. Boot-Handford, John F. Bateman

## Abstract

Metaphyseal chondrodysplasia, Schmid type (MCDS) is characterized by mild short stature and growth plate hypertrophic zone expansion, and caused by collagen X mutations. We recently demonstrated the central importance of ER stress in the pathology of MCDS by recapitulating the disease phenotype by expressing misfolding forms of collagen X (Schmid) or thyroglobulin (Cog) in the hypertrophic zone. Here we characterize the Schmid and Cog ER stress signaling networks by transcriptional profiling of microdissected mutant and wildtype hypertrophic zones. Both models displayed similar unfolded protein responses (UPRs), involving activation of canonical ER stress sensors and upregulation of their downstream targets, including molecular chaperones, foldases, and ER-associated degradation machinery. Also upregulated were the emerging UPR regulators *Wfs1* and *Syvn1*, recently identified UPR components including *Armet* and *Creld2*, and genes not previously implicated in ER stress such as *Steap1* and *Fgf21*. Despite upregulation of the *Chop*/*Cebpb* pathway, apoptosis was not increased in mutant hypertrophic zones. Ultrastructural analysis of mutant growth plates revealed ER stress and disrupted chondrocyte maturation throughout mutant hypertrophic zones. This disruption was defined by profiling the expression of wildtype growth plate zone gene signatures in the mutant hypertrophic zones. Hypertrophic zone gene upregulation and proliferative zone gene downregulation were both inhibited in Schmid hypertrophic zones, resulting in the persistence of a proliferative chondrocyte-like expression profile in ER-stressed Schmid chondrocytes. Our findings provide a transcriptional map of two chondrocyte UPR gene networks *in vivo*, and define the consequences of UPR activation for the adaptation, differentiation, and survival of chondrocytes experiencing ER stress during hypertrophy. Thus they provide important insights into ER stress signaling and its impact on cartilage pathophysiology.

## Introduction

Many inherited connective tissue diseases are caused by mutations in genes encoding structural components of the extracellular matrix (ECM), or enzymes that regulate their post-translational modification and assembly [1]. Often the mutations introduce premature termination codons (PTCs), leading to nonsense-mediated decay and haploinsufficiency in the ECM, or interfere with ECM protein folding and assembly, inhibiting their secretion from the cell and disrupting their activity in the ECM when they are secreted, in a dominant-negative manner [1]. Therefore the prevailing paradigm for inherited diseases of the ECM has involved a predominantly extracellular molecular pathology.

More recently it has become clear that intracellular consequences may influence the pathology of these conditions as well. Studies investigating effects of disease-causing missense mutations on assembly and secretion of several ECM components have shown that a common consequence of misfolding and intracellular accumulation of mutant ECM proteins is induction of endoplasmic reticulum (ER) stress [1], [2], [3]. While the role of ER stress and the resulting unfolded protein response (UPR) is well known in the pathology of diseases involving professional secretory tissues, such as pancreas or liver [4], [5], [6], [7], the relative contribution of the UPR versus dominant extracellular effects to the pathology of ECM protein disorders has been a matter of recent debate. In the case of collagen X misfolding mutations, which cause metaphyseal chondrodysplasia, Schmid type (MCDS), this has been resolved by our recent study characterising two mouse models of the human growth plate disease [8]. The first model (*Col10a1* p.Asn617Lys, or Schmid) was generated by knocking in a disease-causing p.N617K mutation in the trimerization-controlling NC1 domain of endogenous collagen X. The second model (*ColXTg^cog^*, or Cog) carried a *Col10a1* promoter-driven transgene encoding a misfolding and ER stress-inducing, Tg^cog^ form of thyroglobulin. Both models displayed essential phenotypic hallmarks of MCDS, which include mild short stature and hypertrophic zone elongation [9], and exhibited ER stress due to constitutive expression of misfolding proteins during chondrocyte hypertrophy. These data demonstrated that ER stress targeted to the hypertrophic zone was sufficient to induce the MCDS phenotype, irrespective of the misfolded protein, and thus highlighted the central importance of the UPR in the pathology of this disease [8].

Classically, the UPR has been understood to alleviate ER stress by enhancing the protein-folding capacity of the ER by upregulating molecular chaperones and foldases, by increasing the cells ability to dispose of irreparably misfolded proteins by upregulating catabolic mechanisms such as the proteasome-mediated ER-associated degradation (ERAD) pathway, and by reducing the ER protein load through translational attenuation [10], [11], [12]. The UPR is initiated when the ER-resident chaperone immunoglobulin-heavy-chain-binding protein (BiP) is sequestered by misfolded proteins from the ER-luminal domains of transmembrane ER stress sensors, including activating transcription factor 6 (Atf6), inositol requiring enzyme 1 (Ire1), and double stranded RNA-activated protein kinase-like ER kinase (Perk), rendering the sensors active. Activated Atf6 is cleaved by proteolysis in the Golgi complex yielding a 50 kDa fragment which drives the transcription of ER stress-responsive genes, including X-box binding protein 1 (*Xbp1*) [13], [14]. Activated Ire1 has both kinase and endoribonuclease activities, catalysing the unconventional cytoplasmic cleavage and splicing of *Xbp1* mRNA, converting it into a potent transcription factor (Xbp1_s_) which regulates the expression of a host of ER-resident molecular chaperones [15], [16], [17]. Ire1 also degrades multiple transcripts encoding components of the secretory pathway, providing rapid alleviation of the ER protein load, and allowing reconfiguration of the secretory pathway molecular machinery to enable an optimal response to ER stress conditions [18], [19]. Activated Perk undergoes dimerization and trans-autophosphorylation, and is then able to phosphorylate the eukaryotic translation initiation factor 2-alpha (Eif2α), preventing formation of the translational initiation complex [20]. In the event of prolonged, unresolved ER stress, the UPR may initiate apoptosis [12], [21], [22], [23]. It has also been suggested recently that cells may alleviate ER stress by cellular reprogramming, or dedifferentiation. Specifically, it was reported that hypertrophic chondrocytes of a transgenic mouse model of MCDS responded to ER stress induced by expression of misfolding collagen X by deploying a “reprogram, recover, and survive” adaptive mechanism, in which collagen X expression is reduced at both the RNA and protein levels by dedifferentiating hypertrophic chondrocytes to a prehypertrophic chondrocyte-like state [24].

Here, we took a holistic approach to resolve how hypertrophic chondrocytes in the Schmid and Cog mice respond to ER stress. Our analyses revealed surprisingly similar UPRs in the Schmid and Cog mice involving upregulation of highly specific subsets of molecular chaperones and foldases, upregulation of ERAD genes, and downregulation of genes encoding secreted proteins. Despite the severity and duration of ER stress, and upregulation of Chop/Cebpb signalling, a widely recognized marker of ER stress-induced apoptosis [12], [21], [22], [23], apoptosis was not elevated in the Schmid hypertrophic zone. Electron microscopic analysis of Schmid and wildtype growth plate hypertrophic zones revealed chondrocytes in the mutants characterized by both engorged ER, indicative of mutant protein retention, and several ultrastructural features more consistent with proliferative chondrocytes, suggesting that mutant chondrocytes undergo developmental arrest as a result of misfolded protein-induced ER stress, failing to become fully hypertrophic. Additional transcriptional profiling analyses measuring the expression of wildtype growth plate zone gene signatures in mutant and wildtype hypertrophic zones were then performed to establish the differentiation status of ER-stressed chondrocytes in the hypertrophic zones of the mutant mice, by determining the extent to which they express wildtype proliferative and hypertrophic zone genes. This unbiased approach confirmed that Schmid and Cog growth plate chondrocytes undergo developmental arrest characterized by impaired expression of many hypertrophic zone genes and retained expression of many proliferative zone genes.

This work provides important insights into ER stress signaling and its impact on cartilage pathophysiology. Specifically, our findings reveal the highly complex changes in gene expression which take place when the UPR is initiated in response to different misfolding proteins in hypertrophic cartilage, and what effects this has on the developmental programming of hypertrophic chondrocytes. Moreover, they provide for the first time global transcriptional maps of two mammalian disease-model UPRs *in vivo*, characterized in each case by the activation of all three ER stress sensors, and the upregulation of highly comparable and specific suites of molecular chaperones and foldases, as well as ERAD machinery and the *Chop*/*Cebpb* pathway, without resultant apoptosis. That many genes were co-regulated in the Schmid and Cog mice identifies them as core components of the chondrocyte UPR.

## Results

### Canonical ER stress sensors are activated in Schmid and Cog hypertrophic zones

Previously we showed that Atf6 is proteolytically cleaved in Schmid and Cog cartilages [8], indicating its involvement in the UPRs of these mice. Here we set out to determine whether the remaining canonical ER stress sensors, Ire1 and Perk, are also involved. To determine the activity of Ire1 in the Schmid and Cog UPRs, PCR was performed using primers flanking the *Xbp1* ER stress-responsive splice site, on cDNA derived from microdissected wildtype and mutant hypertrophic zones. In wildtype samples, a single 174 bp RT-PCR product representing unspliced *Xbp1* was detected (Figure 1A). In the heterozygous Schmid (Het), homozygous Schmid (Schmid), and Tg^cog^ (Cog) mice, a smaller, 148 bp RT-PCR product representing spliced *Xbp1* was detected, in addition to the 174 bp product seen in the wildtype samples (Figure 1A). These results confirmed that Ire1 was activated in both mutants. To assay Perk activity in the mutant mice, we performed Western blot analysis of whole cartilage extracts from wildtype and mutant mice using an antibody specific for phosphorylated Eif2α. Increased quantities of phosphorylated Eif2α were detected in Schmid compared with wildtype, but not in Cog (Figure 1B). Taken together, our results for Atf6, Ire1, and Perk indicate that each of the canonical ER stress sensors are active in the UPRs of the Schmid mice, and that at least two are active in the Cog mice.

**Figure 1:**
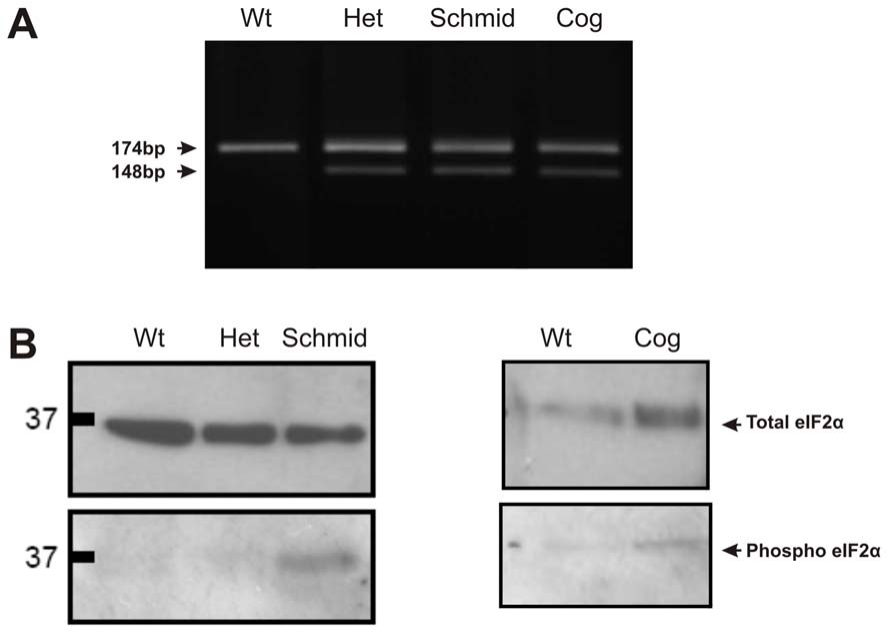
*Xbp1* splicing and Eif2α phosphorylation in Schmid and Cog mouse growth plate hypertrophic zones. (A) RT-PCR performed on aRNA derived from 14 day old wildtype (Wt), heterozygous Schmid (Het), homozygous Schmid (Schmid), and Tg^cog^ (Cog) mouse tibial growth plate hypertrophic zones, using primers specific for sequences flanking the mouse *Xbp1* ER stress-responsive splice site [17]. The 174 bp RT-PCR product represents the unspliced form of *Xbp1*. The 148 bp RT-PCR product represents the spliced form of *Xbp1*. (B) Western blots from SDS-PAGE gels run under reducing conditions with 20 micrograms of whole rib cartilage extracts from Wt, Het, Schmid, and Cog mice, and probed with Eif2α and phospho-Eif2α antibodies.

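Hypertrophic zones were microdissected from the tibiae of 14 day old mice in 4 groups of 3 mice: homozygous Schmid mice, wildtype mice of the Schmid background, Cog mice, and wildtype mice of the Cog background. Amplified RNA of each mouse was labelled with Cy3 and hybridized to its own single-colour whole mouse genome array, so the 12 arrays stand for 12 mice. The authors deposited the scanner output, with the intensity of 45018 spots and of the background around each, without normalization between arrays. Of these spots, 43379 were not controls and measured 41174 probes. The share of spots well above background ranged from 58.9 to 61.8% (median 61.2%) on the Schmid arrays and from 48.0 to 59.4% (median 53.8%) on the wildtype arrays of the Schmid background. It ranged from 39.6 to 48.1% (median 44.1%) on the Cog arrays and from 41.1 to 58.5% (median 53.8%) on the wildtype arrays of the Cog background. Negative control spots had a median signal of 202 to 617 on the Schmid arrays and of 977 to 1894 on the others.

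The arrays lay on 4 slides. The 3 Schmid arrays made up 1 slide, and 2 of their wildtype arrays lay on another. The remaining one of these wildtype arrays shared a slide with the 3 Cog arrays, and the 3 wildtype arrays of the Cog background lay on a slide of their own. No slide held a mutant together with its own wildtype, so slide and genotype cannot be fitted as separate terms.

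As in the paper's methods, the intensities were corrected with normexp (offset 50), quantile normalized without control probes, and averaged over the spots of a probe. Spots marked as outliers by the scanner software were left out, which kept 99.8% of the spots. Group means were fitted with limma on the log2 values of all 12 arrays, each mutant was compared with the wildtype of its own background, and p values were adjusted by the Benjamini-Hochberg method over all 41174 probes. A probe was counted as changed at an adjusted p of 0.05 or less and a fold change of at least 2 either way, and fold changes below wildtype are written as negative numbers. For a gene with several probes, the probe with the highest mean signal over the 12 arrays is given, and other probes are named where their calls differ. Where a probe was not well above background on any array of a group, its fold change is a lower bound, written as "at least", taken against the lowest signal among probes well above background on each array or the probe's own signal if higher. The number of arrays limits the precision of every value.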

Next, microarray analyses were performed in triplicate on amplified RNA (aRNA) derived from wildtype, Schmid, and Cog hypertrophic zones, comparing each mutant genotype against wildtype. Each microarray dataset was filtered for probes showing differential expression greater than two-fold, and an adjusted *p* value of ≤0.05. 

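Of the 41174 probes tested with limma, 9869 differed between Schmid and wildtype at an adjusted p of 0.05 or less, and 16167 at an unadjusted p of 0.05 or less. With the requirement of a 2-fold change, 2383 probes (2078 genes) were higher and 1930 probes (1807 genes) were lower in Schmid. At 4255 of these 4313 probes, all 3 Schmid arrays lay beyond all 3 wildtype arrays. Chance gives this for 10% of probes, but these probes were chosen for their change, which favours such a separation. The alternative that moved the counts most was limma's test against a 2-fold change (treat), which left 143 probes higher and 109 lower. Single wildtype arrays also weighed on the counts, which were 3683 higher and 2690 lower without wildtype replicate 1, and 1421 higher and 1406 lower without wildtype replicate 2. Without Schmid replicate 1, 1511 probes were higher. The balance between higher and lower depended on the signal and its scaling. Of the changed probes, 55.3% were higher after quantile normalization of normexp values, 42.1% after quantile normalization of the processed signal, and 42.6% and 42.5% when these 2 signals were set to a common 75th percentile.

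Lower probes were unevenly spread over the array. Among probes with a single spot, 10.4% of those in rows 1 to 159 of the array's 532 rows were lower in Schmid, against 2.28% in the other rows. With a smooth trend over the rows and over probe GC content removed from each array, 2022 probes were higher and 1369 were lower. Of these, 1688 and 1096 were also called without this step.

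**Figure D1:**
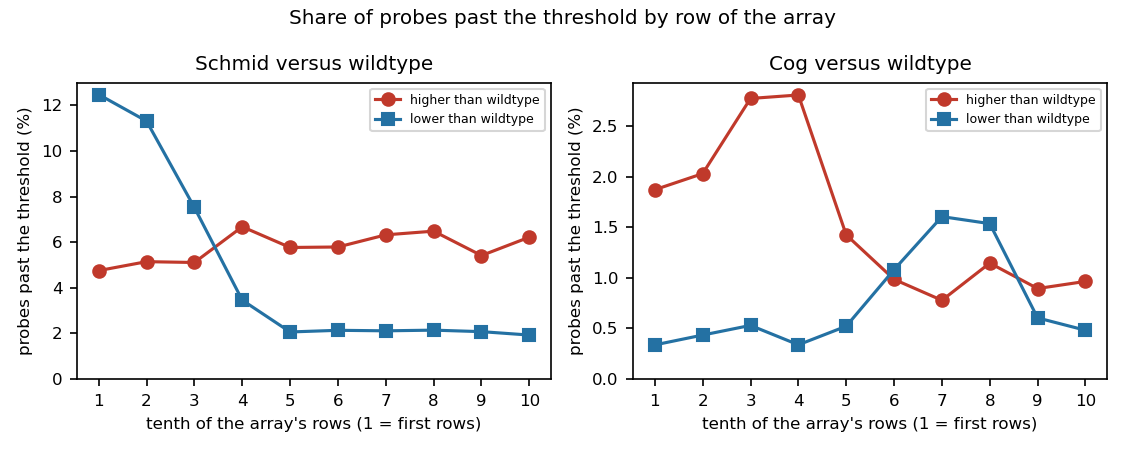
Percentage of probes past the threshold (vertical axis) in 10 bands of the array's rows from first to last (horizontal axis), for Schmid versus wildtype and Cog versus wildtype, with 3 mice in each group. Circles are probes higher and squares are probes lower than wildtype, and in Schmid the share of lower probes falls from 12.5% in the first band to 1.93% in the last.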

For the Schmid versus wildtype analysis, 1927 probes (1645 genes) registered a fold change of ≥2.00, and 1595 probes (1423 genes) recorded a fold change of ≤−2.00 (Table S1). For the Cog versus wildtype analysis, 424 probes (375 genes) recorded a fold change of ≥2.00, while 141 probes (134 genes) registered a fold change of ≤−2.00 (Table S2). 

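With the same test, 1888 probes differed between Cog and wildtype at an adjusted p of 0.05 or less, and 8751 at an unadjusted p of 0.05 or less. At least 2-fold higher in Cog were 645 probes (622 genes), and 307 probes (297 genes) were lower. All 3 Cog arrays lay beyond all 3 wildtype arrays at 951 of these 952 probes. These counts moved most under limma's treat, with 14 probes higher and 0 lower. Fitted on the Cog arrays and their own wildtype arrays alone, 363 probes were higher and 131 lower. The wildtype arrays weighed heavily here too. Without wildtype replicate 2 of the Cog background, 201 probes were higher and 105 lower. Without replicate 3, 344 were higher and 137 lower, and without replicate 1 the number of lower probes was 575. Leaving out Cog replicate 1 gave 400 higher probes. With the trends over the array's rows and probe GC content removed, 502 probes were higher and 202 lower. Of these, 456 and 168 were also called without this step.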

Cog mice carrying the transgene on one chromosome (hemizygous) versus those carrying the transgene on two chromosomes (homozygous) were not discriminated for these analyses; thus gene expression data from hemizygous and homozygous Cog mice were most likely included. Experimental noise generated under these circumstances could explain the smaller number of statistically significant upregulated and downregulated genes observed in the Cog versus wildtype analysis, by comparison with the Schmid versus wildtype analysis. 

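Over the 12790 probes well above background on all 12 arrays, the median standard deviation between the 3 Cog arrays was 0.31 on the log2 scale. It was 0.19 between the Schmid arrays, 0.39 between the wildtype arrays of the Schmid background and 0.30 between the wildtype arrays of the Cog background. The spread between the Cog arrays was thus above that of the Schmid arrays and within the range of the wildtype groups. Thyroglobulin itself, which the transgene encodes and the array lists as Tgn (NM_009375), had a log2 signal of 17.86 ± 0.08 (SD, n = 3) in Cog and 9.96 ± 0.24 (SD, n = 3) in wildtype, a fold change of 239 (limma, adjusted p = 1.2e-09). Its other probe gave a fold change of 207. The values of the 3 Cog arrays spanned 0.16 on the log2 scale at the brighter probe and 0.32 at the other.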

Importantly however, such noise could produce false negative results, but is unlikely to produce false positive results. The full Schmid and Cog microarray datasets are available from NCBI's Gene Expression Omnibus [25] and are accessible through GEO series accession number GSE30628 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE30628).

Volcano plots were then generated in which expression data for each microarray probe were plotted according to relative fold change (logFC, mutant versus wildtype) along the x-axis, versus adjusted *p* value (−10log(adjusted *p* value)) along the y-axis (Figure 2). 

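BiP (listed on the array as Hspa5, NM_022310) had a log2 signal of 18.39 ± 0.21 (SD, n = 3) in Schmid and 16.34 ± 0.56 (SD, n = 3) in wildtype, a fold change of 4.13 (limma, adjusted p = 0.0014). Grp94 (Hsp90b1, NM_011631) was measured by 2 probes. The brighter gave a fold change of 2.29 (adjusted p = 0.0071) and the other 8.56 (adjusted p = 0.00076). The brighter probe fell short of the threshold under both treatments of the scanner software's processed signal, with a log2 fold change of 0.78 after scaling to the 75th percentile (adjusted p from 0.00038 to 0.15 over all alternatives). Chop (Ddit3, NM_007837) rose from 11.73 ± 0.30 (SD, n = 3) in wildtype to 16.22 ± 0.10 (SD, n = 3) in Schmid, a fold change of 22.5 (adjusted p = 8.5e-06). For each of these genes, all 3 Schmid arrays lay above all 3 wildtype arrays.

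Among genes of the cartilage matrix, Col9a2 (NM_007741) had a fold change of -2.24 in Schmid (adjusted p = 0.0090) and Col9a3 (NM_009936) of -3.06 (adjusted p = 0.0081). Matn1 (NM_010769) went from a log2 signal of 16.25 ± 0.84 (SD, n = 3) in wildtype to 13.64 ± 0.44 (SD, n = 3) in Schmid, a fold change of -6.11 (adjusted p = 0.0014). Matn2 (NM_016762) had a fold change of -3.40 (adjusted p = 0.0037). All 3 Schmid arrays lay below all 3 wildtype arrays for these genes. The probes of Col9a2, Matn1 and Matn2 lie in rows 1 to 159 of the array, where many probes were lower in Schmid. After the trend over the rows was removed, the log2 fold change was -1.12 for Col9a2 in Schmid, -2.52 for Matn1 in Schmid and -1.79 for Matn2 in Schmid, and all stayed past the threshold. Col9a3 lost its call when the trend over probe GC content was removed as well (log2 fold change -1.19, adjusted p = 0.068, the highest over the alternatives, which began at 0.0012). Col9a2 dropped below the threshold without Schmid replicate 1 (log2 fold change -0.89, adjusted p = 0.027, with a range of 0.0024 to 0.060 over the alternatives), and also with array weights and with the processed signal.

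**Figure D2:**
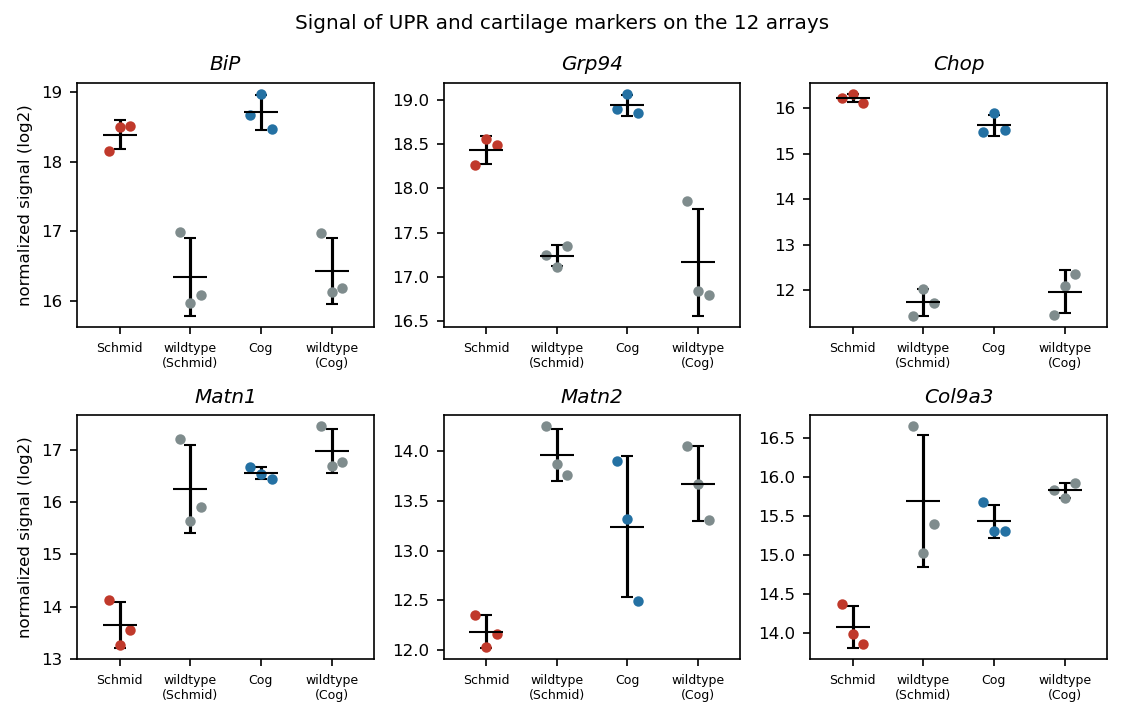
Normalized log2 signal (vertical axis) of 3 UPR markers and 3 cartilage markers in the 4 groups of 3 mice (horizontal axis), each gene at its brightest probe. Points are single arrays, horizontal lines are group means and bars are 1 SD, and for each gene the 3 Schmid points lie on one side of the 3 wildtype points of the same background.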

As expected, in the Schmid versus wildtype analysis (Figure 2A) UPR markers including *BiP*, *Grp94*, and *Chop* were upregulated in the mutant (Figure 2A) while genes encoding secreted ECM cartilage markers such as *Col9a2*, *Col9a3*, *Matn1*, and *Matn2* were downregulated. 

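In Cog, BiP had a fold change of 4.85 (limma, adjusted p = 0.0051) and Chop of 12.6 (adjusted p = 8.3e-05). The brighter Grp94 probe gave 3.42 (adjusted p = 0.0063) and the other 19.8 (adjusted p = 0.0010). Each of these was higher on 3 of 3 Cog arrays than on any wildtype array. The cartilage genes were below wildtype, under each alternative, without reaching the threshold. Col9a2 had a fold change of -1.57 (adjusted p = 0.17), Col9a3 of -1.32 (adjusted p = 0.55), Matn1 of -1.34 (adjusted p = 0.57) and Matn2 of -1.35 (adjusted p = 0.47). Col9a2, Col9a3 and Matn1 were lower on 3 of 3 Cog arrays than on every wildtype array, and the Matn2 values of the groups overlapped. The change differed between the mutants for Matn1 (log2 difference -2.19, adjusted p = 0.022; without Schmid replicate 2 or 3 or wildtype replicate 2 of the Cog background 0.054, 0.051 and 0.058, with a range of 0.0023 to 0.095 over the alternatives), but not past the threshold for Col9a2 (adjusted p = 0.34), Col9a3 (adjusted p = 0.11) or Matn2 (adjusted p = 0.068).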

Similar overall patterns were observed in the Cog versus wildtype analysis (Figure 2B), although statistical significance was not reached for a number of these. Microarray analyses were also depicted by uploading the differential expression data into the Endoplasmic Reticulum Stress Canonical Pathway from the Ingenuity Pathways Analysis (Ingenuity Systems®, www.ingenuity.com) library of canonical pathways, further revealing similarity between the UPRs of the Schmid (Figure 2C) and Cog mice (Figure 2D).

**Figure 2:**
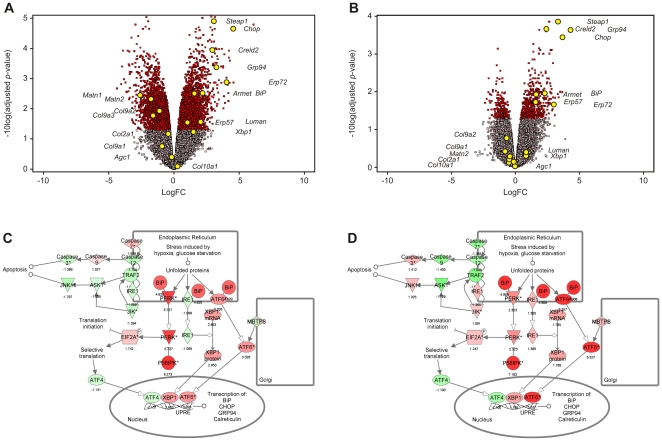
Volcano plots describing differential gene expression in Schmid and Cog mouse growth plate hypertrophic zones. aRNA derived from 14 day old wildtype (Wt), homozygous Schmid (Schmid), and Tg^cog^ (Cog) tibial growth plate hypertrophic zones was labelled with Cy3 and subjected to microarray analysis. (A) Schmid versus Wt and (B) Cog versus Wt analyses expressed as volcano plots showing differential expression plotted along the *x*-axis in LogFC, versus statistical significance plotted along the *y*-axis in −10log(adjusted *p*-value). Genes with adjusted *p* values ≤0.05 are coloured red; genes with adjusted *p* values ≥0.05 are shaded grey. Selected cartilage extracellular matrix and unfolded protein response (UPR) markers are highlighted with yellow spots. (C,D) Schematic diagrams generated using Ingenuity Pathways Analysis (Ingenuity® Systems, www.ingenuity.com), depicting the relationship, and differential expression of key UPR markers in the (C) Schmid versus Wt and (D) Cog versus Wt analyses.

### Validation of Schmid and Cog microarray data

Using cDNA derived from the aRNA interrogated by microarray analysis, we performed qPCR on selected genes as a technical validation of the microarray data (Figure 3A). qPCR was performed on *BiP* (Figure 3A*i*), *Calr* (Figure 3A*ii*), *Derl2* (Figure 3A*iii*), *Derl3* (Figure 3A*iv*), *Edem1* (Figure 3A*v*), *ERdj4* (Figure 3A*vi*), *Erp72* (Figure 3A*vii*), *Fgf21* (Figure 3A*viii*), and *Luman* (Figure 3A*ix*). For each marker, a close correlation was observed between the expression profiles determined by either technique. 

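On the arrays, Calr (NM_007591) had a fold change of 1.80 in Schmid (limma, adjusted p = 0.0014) and 2.06 in Cog (adjusted p = 0.0031), so only the change in Cog reached 2-fold. Its dimmer probe was past the threshold in neither mutant. The Cog value lost its call without wildtype replicate 2 of the Cog background (log2 fold change 0.96) and under 3 other scalings of the signal, with an adjusted p between 0.00051 and 0.31 over the alternatives. Derl3 (NM_024440) rose 19.3-fold in Schmid (adjusted p = 2.4e-05) and 53.2-fold in Cog (adjusted p = 5.7e-06). ERdj4 (listed as Dnajb9, NM_013760) had a fold change of 9.66 in Schmid (adjusted p = 0.00025) and 7.45 in Cog (adjusted p = 0.0024), and its other probes also passed the threshold in both. For Erp72 (Pdia4, NM_009787) the fold change was 16.0 in Schmid (adjusted p = 0.00073) and 8.14 in Cog (adjusted p = 0.013). The Cog value had an adjusted p of 0.062 without wildtype replicate 2 and 0.051 without wildtype replicate 3, and 0.00062 at the lowest over the alternatives.

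Probes of the other ERAD genes differed among themselves. The brightest Derl2 probe (NM_033562) showed no change in Schmid (fold change -1.02, adjusted p = 0.94) and 1.60 in Cog (adjusted p = 0.083), while the other gave 1.54 (adjusted p = 0.017) and 2.04 (adjusted p = 0.0085). The brightest Edem1 probe (NM_138677) had a fold change of -1.13 in Schmid (adjusted p = 0.57) and 1.99 in Cog (adjusted p = 0.034). A second Edem1 probe gave 2.86 (adjusted p = 0.00066) and 2.19 (adjusted p = 0.013), and another changed in neither mutant. The Cog call of this second Edem1 probe was lost without wildtype replicate 2 of the Cog background (adjusted p = 0.056, from 0.0021 to 0.19 over the alternatives), and that of the dimmer Derl2 probe fell under 2-fold without Cog replicate 3 or that background's wildtype replicate 3 (log2 fold change 0.84 and 0.99).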

As further validation, we performed *in situ* analysis on sagittal sections from 7 day old wildtype and Schmid tibiae (Figure 3B). To demarcate hypertrophic zones of wildtype and mutant growth plates, we performed *in situ* analysis for *Col10a1* (Figure 3B*i*,*ii*). 

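Armet (NM_029103) had a log2 signal of 17.91 ± 0.13 (SD, n = 3) in Schmid and 16.46 ± 0.23 (SD, n = 3) in its wildtype, a fold change of 2.74 (limma, adjusted p = 0.00063). In Cog its fold change was 3.03 (adjusted p = 0.0024). Creld2 (NM_029720) changed 7.02-fold in Schmid (adjusted p = 0.00013) and 10.1-fold in Cog (adjusted p = 0.00023). For Syvn1 (NM_028769) the fold changes were 2.84 (adjusted p = 0.0021) and 3.97 (adjusted p = 0.0036) at its brighter probe. At its dimmer probe the wildtype groups themselves differed, the Cog background being at least 1.57-fold higher (limma, adjusted p = 0.013). Against these, the probe moved in opposite directions and passed the 2-fold threshold in neither mutant. It was at least 1.36-fold higher in Schmid (adjusted p = 0.0029) and at least 1.29-fold lower in Cog (adjusted p = 0.0076). Over the alternatives these adjusted p ranged from 0.00076 to 0.46 in Schmid and from 0.00078 to 0.49 in Cog, and the dimmer probe passed the threshold in both mutants with the processed signal, and in Cog also with array weights or without Cog replicate 3. Wfs1 (NM_011716) had fold changes of 3.57 (adjusted p = 0.00073) and 3.47 (adjusted p = 0.0051). The brighter Steap1 probe (NM_027399) gave 7.85 in Schmid (adjusted p = 4.5e-05) and 5.23 in Cog (adjusted p = 0.00062), and the dimmer gave 13.1 and 3.16, the latter with an adjusted p of 0.053. At each gene's brightest probe, 3 of 3 mutant arrays lay above every wildtype array of the same background. Armet in Cog was the one of these values to lose its call with the processed signal scaled to the 75th percentile (log2 fold change 1.21, adjusted p = 0.14, from 0.00035 upwards over the alternatives).

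Fgf21 (NM_020013) was measured by 2 probes. The brighter by mean signal over the 12 arrays, which was well above background in all groups, had a fold change of 68.5 in Schmid (adjusted p = 3.1e-06) and 1.21 in Cog (adjusted p = 0.60). The second was not well above background on any wildtype array. It was at least 260-fold higher in Schmid (adjusted p = 3.8e-07) and at least 2.52-fold higher in Cog (adjusted p = 0.0085). The Fgf21 change was larger in Schmid than in Cog by 5.82 on the log2 scale at the brighter probe (adjusted p = 0.00012). At the second it was also larger (adjusted p = 4.2e-05), and the size of that difference stays open, since the wildtype signals were at background.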

Novel gene expression was validated using probes specific for *Armet* (Figure 3B*iii*,*iv*), *Creld2* (Figure 3B*v*,*vi*), *Fgf21* (Figure 3B, *vii*,*viii*), *Steap1* (Figure 3B*xi*,*xii*), *Syvn1* (Figure 3B*xiii*, *xiv*), and *Wfs1* (Figure 3B*xv*, *xvi*), all of which were found by microarray analysis to be highly upregulated in the Schmid and Cog hypertrophic zones compared with wildtype (Tables S1,S2). Additionally, *in situ* analysis was performed using a probe specific for *Luman* (Figure 3B*ix*,*x*), which was upregulated in Schmid only (Figure 3A*ix*). 

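On the arrays, Luman (listed as Creb3, AK144208) had a log2 signal of 15.98 ± 0.37 (SD, n = 3) in Schmid and 14.06 ± 0.78 (SD, n = 3) in wildtype, a fold change of 3.77 (limma, adjusted p = 0.0038). In Cog the fold change was 1.60 (adjusted p = 0.29), with 3 of 3 Cog arrays above every wildtype array. A second probe (NM_013497) gave 4.00 in Schmid (adjusted p = 0.0027) and 1.77 in Cog (adjusted p = 0.19). The difference between the mutants was not past the threshold at either probe (adjusted p = 0.11 and 0.12).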

Gene expression detected by ISH confirmed the expression profiles determined by microarray analysis, and resolved the spatial distribution of expression for these genes within the mutant growth plate. *Armet*, *Creld2*, *Fgf21*, *Luman*, *Steap1*, *Syvn1*, and *Wfs1* expression was not observed in the wildtype growth plate, whereas in the Schmid growth plate each gene was highly expressed throughout the hypertrophic zone (Figure 3B*iii*–*xvi*).

**Figure 3:**
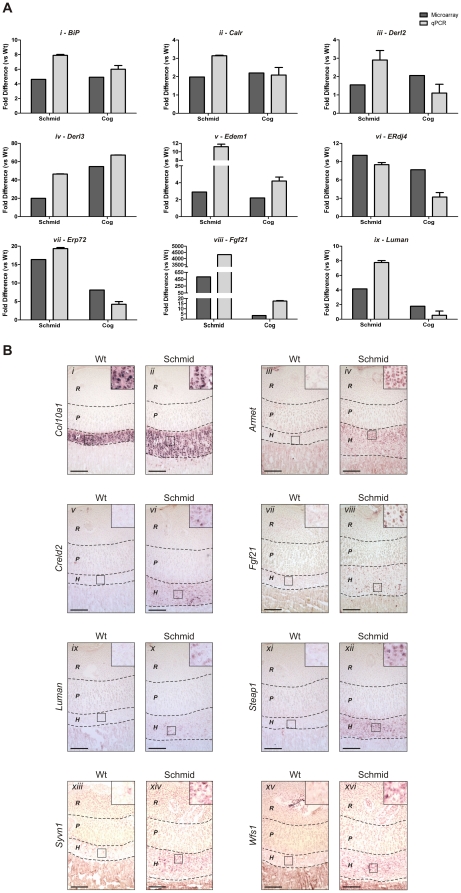
Validation of differential gene expression profiles determined by microarray analysis of aRNA derived from Schmid and Cog mouse growth plate hypertrophic zones. (A) qPCR performed in triplicate on the aRNA samples described in Figure 2, using selected markers of the unfolded protein response (UPR) and endoplasmic reticulum associated degradation pathway, including (*i*) *BiP*, (*ii*) *Calr*, (*iii*) *Derl2*, (*iv*) *Derl3*, (*v*) *Edem1*, (*vi*) *ERdj4*, (*vii*) *Erp72*, *(viii*) *Fgf21*, and (*ix*) *Luman*. Expression profiles are expressed as fold difference for homozygous Schmid (Schmid) or Tg^cog^ (Cog) compared with wildtype (Wt), with profiles determined by the microarray analyses described in Figure 2 shaded dark grey, and profiles determined by qPCR shaded light grey. Error bars indicate standard deviation around the mean. (B) *In situ* analyses performed on 7 day old Wt and Schmid tibial growth plate cryosections using digoxigenin-labelled riboprobes specific for (*i*,*ii*) *Col10a1* as well as novel markers of the UPR including (*iii*,*iv*) *Armet*, (*v*,*vi*) *Creld2*, (*vii*,*viii*) *Fgf21*, (*ix*,*x*) *Luman*, (*xi*,*xii*) *Steap1*, (*xiii*,*xiv*) *Syvn1*, and (*xv*,*xvi*) *Wfs1*. Dashed lines demarcate approximate growth plate zone boundaries: *R* – Resting Zone, *P* – Proliferative Zone, *H* – Hypertrophic Zone. Boxes inset show magnified representative areas of the hypertrophic zones, to highlight the extent of riboprobe hybridization in these zones. Scale bars = 500 µm.

### Gene ontology analyses reveal the adaptive nature of the UPR in ER-stressed hypertrophic chondrocytes

Gene ontology (GO) analyses were conducted to identify clusters of functionally related genes being co-ordinately expressed in the hypertrophic chondrocytes of the Schmid and Cog mice. Genes were filtered such that those with a signal intensity of ≥11.0, fold change of ≥2.00 or ≤−2.00 versus wildtype, and adjusted *p* value of ≤0.05 were selected for ontological analysis. 

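Of the 41174 probes, 10729 had a mean normalized log2 signal of at least 11 over the 12 arrays. In Schmid, 1121 of these were higher and 1123 lower than wildtype at the limits of fold change and adjusted p. In Cog, 385 were higher and 153 lower.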

The resultant gene lists were interrogated online using DAVID 6.7 (http://david.abcc.ncifcrf.gov/) to generate GO clusters, of which those with enrichment scores of ≥1.3 [26] are shown in Tables S3 and S4. For the Schmid ontological analysis (Table S3), several GO terms identified using genes significantly upregulated in mutant versus wildtype related to protein misfolding, assembly, trafficking, and secretion pathways, while those identified using genes significantly downregulated in mutant versus wildtype related to secreted proteins – such as those involved in skeletal development and extracellular matrix maturation, cytoskeletal organization, and vasculature development. 

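Table S5 lists 36 genes, and the paper drew it up with these arrays in hand, so tests of the list are not independent evidence. The accession it gives for Col9a1 belongs to Col7a1 on the array and was taken as listed. At the brightest probe of each gene, 13 were lower in Schmid past the threshold over all probes and 0 were higher. With p values adjusted over the list alone, 14 passed. The fold change was negative for 29 of the 36 genes. In Cog, 0 genes passed the threshold at these probes under either adjustment with limma, and 20 had a negative fold change. With the probe of Col9a1 itself (fold change -1.89 in Schmid, adjusted p = 0.13, and -1.70 in Cog, adjusted p = 0.32) in place of Col7a1, the fold change was negative for 30 genes in Schmid and 21 in Cog, and the numbers past the threshold over all probes stayed at 13 and 0. Calls differed at the dimmer probes of 5 genes. Col11a1 was lower in Schmid at its dimmer probe (fold change -3.11, adjusted p = 0.037), Sdc3 was lower in Cog (fold change -2.53, adjusted p = 0.0070) and not called in Schmid, and Sdc2, Mmp9 and Col11a2, lower in Schmid at their brightest probes, were not called at the dimmer. The list was also tested as a set with limma's camera (2-sided, preset correlation 0.01) on its 52 probes. Their median log2 fold change was -0.55 in Schmid (camera, preset correlation, p = 2.6e-06, adjusted p = 7.9e-06 over the 3 lists taken from the paper), with quartiles of -1.55 and -0.17. In Cog the median was -0.10 (camera, preset correlation, p = 0.21, adjusted p = 0.24), with quartiles of -0.42 and 0.12. With Col9a1 in place of Col7a1, the medians were -0.56 and -0.16. The difference between the mutants was -0.66 (camera, preset correlation, p = 0.00050, adjusted p = 0.00075). It was not past the threshold without wildtype replicate 1 of the Schmid background (-0.40; camera, preset correlation, p = 0.051), with camera's estimated correlation (p = 0.20) or with signals scaled to the 75th percentile. The Schmid shift held with limma's fry (p = 0.00090) but not with camera's estimated correlation between genes (p = 0.094), the alternative that moved it most.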

Many of the genes encoding secreted proteins are shown in Table S5, which details the expression profiles of cartilage markers in Schmid, Cog, and wildtype. 

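Col10a1 (NM_009925), which encodes collagen X, was measured by a single probe that was well above background on all 12 arrays. Its log2 signal was 14.21 ± 0.66 (SD, n = 3) in Schmid and 14.23 ± 1.43 (SD, n = 3) in wildtype of the same background, a fold change of -1.01 (limma, adjusted p = 0.99). In Cog it was 15.06 ± 0.35 (SD, n = 3), against 14.06 ± 0.53 (SD, n = 3) in wildtype, a fold change of 2.00 (adjusted p = 0.39). For Col10a1, 3 of 3 Cog arrays lay above every wildtype array of the same background. The standard error of each log2 fold change was 0.62. With single arrays left out, the Schmid value ranged from -0.64 to 0.76.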

Interestingly, *Col10a1* was not found to be significantly differentially expressed in either of the mutant mice compared with wildtype (Table S5). *In situ* analysis (Figure 3B*i*,*ii*) on Schmid, Cog, and wildtype, and qPCR performed on cDNA derived from microdissected mutant and wildtype hypertrophic zones (Figure S1) subsequently demonstrated that *Col10a1* was not differentially expressed between mutant and wildtype. The Cog ontological analysis (Table S4) yielded similar results as for Schmid, but with fewer GO terms. Overall nevertheless, the Schmid and Cog ontological analyses both appear to reflect alterations in gene expression designed to restore ER homeostasis in ER-stressed chondrocytes, by enhancing the efficiency of protein folding and trafficking, as well by attenuating transcription of genes encoding secreted proteins in order to reduce the rate at which proteins enter the ER for post-translational modification.

### Similar gene networks are involved in the unfolded protein responses of the Schmid and Cog hypertrophic zones

To explore the gene networks involved in these UPRs in greater detail, we examined the Schmid versus wildtype and Cog versus wildtype microarray datasets with respect to the differential expression of genes involved in protein folding, ER-stress, and its downstream consequences (Table S6). 

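Atf6 (XM_888686) is covered by 2 probes. The brighter had a fold change of 2.99 in Schmid (limma, adjusted p = 0.0015) and 5.53 in Cog (adjusted p = 0.0011). The dimmer gave 2.31 in Schmid (adjusted p = 0.0011) and 1.46 in Cog (adjusted p = 0.099), which did not pass the threshold. At both probes, 3 of 3 mutant arrays lay above every wildtype array of the same background.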

Of the canonical ER stress sensors, *Atf6* was upregulated in both mutants, in addition to being activated (Fig. 1B) [1]. *Perk* was significantly upregulated in Schmid, but we could not detect upregulation in Cog. 

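Perk (listed as Eif2ak3, NM_010121) had a log2 signal of 14.11 ± 0.05 (SD, n = 3) in Schmid and 11.61 ± 1.49 (SD, n = 3) in wildtype, a fold change of 5.67 (limma, adjusted p = 0.021), higher on 3 of 3 arrays. The wide spread between the wildtype arrays left this call close to the threshold. The adjusted p rose to between 0.051 and 0.059 without Schmid replicate 1, 2 or 3 or wildtype replicate 2, and to 0.054 in a fit of these 6 arrays alone, with 0.0020 as the lowest value over the alternatives. In Cog the fold change was 2.31 (adjusted p = 0.32), and the values of both groups overlapped. The changes in Schmid and Cog did not differ past the threshold (log2 difference 1.29, adjusted p = 0.36).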

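The single probe for Ire1 (listed as Ern1, NM_023913) was well above background on all 12 arrays. Its fold change was -1.09 in Schmid (limma, adjusted p = 0.62) and 1.38 in Cog (adjusted p = 0.16). The arrays measure the total level of Xbp1 (NM_013842), not its splicing. Its level was 2.93-fold higher in Schmid (adjusted p = 0.020) and 1.82-fold higher in Cog (adjusted p = 0.25), and 3 of 3 mutant arrays lay above every wildtype array in each comparison. Without Schmid replicate 1 the adjusted p of the Schmid value was 0.077, without wildtype replicate 2 it was 0.077, and without wildtype replicate 3 it was 0.067. Over all alternatives it ranged from 0.0011 to 0.077.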

While *Ire1* was not differentially expressed in the hypertrophic zones of either the Schmid or Cog mice (Table S6), *Xbp1* splicing demonstrated Ire1 activation (Figure 1A). Key downstream targets of each sensor were also upregulated (Table S6). 

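Table S6 names 128 genes found on the array. At the brightest probe of each, 45 were higher in Schmid and 23 in Cog past the threshold over all probes. Of these, 19 were higher in both mutants, 26 in Schmid only and 4 in Cog only. Among the 26 genes called in Schmid only, 10 had a difference between the mutants with an adjusted p of 0.05 or less. Counting both directions, 49 genes passed the threshold in Schmid and 24 in Cog, and 51 and 28 did so with p values adjusted over the list alone. The paper compiled this list after measuring these arrays, so the latter counts are not independent evidence. Across the 128 genes, the log2 fold changes of the mutants had a Pearson r of 0.71 and a Spearman rho of 0.61. Genes are not independent replicates, and no p value is given.

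A list of 18 unfolded protein response markers was also tested with camera at the preset correlation. It was drawn up with the paper's values known and holds many of the genes the paper reports, so it is not independent evidence. At the brightest probe of each gene, the median log2 fold change was 1.74 in Schmid (camera on all 30 probes of the list, preset correlation, p = 5.5e-21, adjusted p = 3.9e-20 over 7 marker lists) and 2.13 in Cog (p = 1.3e-31, adjusted p = 8.8e-31). The difference between the mutants was not past the threshold (camera, preset correlation, p = 0.42, adjusted p = 0.42). The shift of the unfolded protein response markers in Schmid and that of the unfolded protein response markers in Cog held with fry (2.5e-07 and 1.3e-07) and with camera's estimated correlation (p = 0.0015 and 0.00038).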

Striking similarity was observed between both mutants for which known targets of the stress sensors were activated. In both models, transcriptional targets of Atf6 including *Armet* [27] and *Grp94* [28], of Ire1 such as *BiP* [29], *ERdj4* [30], and *Syvn1* [31], and of Perk including *Chop*, *Gadd34* [30], and *Wfs1* [32] were all upregulated. In addition to activation of canonical UPR sensors in Schmid and Cog, we also revealed the expression profiles of the other known transmembrane bZIP transcription factors with homology to *Atf6* – *Aibzip*, *Bbf2h7*, *Crebh*, *Luman* (as noted above), and *Oasis*. 

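Gadd34 (listed as Myd116, NM_008654) was not well above background on any wildtype array and was well above background on every mutant array. It was at least 3.89-fold higher in Schmid (limma, adjusted p = 0.00024) and at least 2.91-fold higher in Cog (adjusted p = 0.0044).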

Only *Bbf2h7* and *Luman* were expressed at appreciable levels in the mutant cartilages; and both were expressed more highly than *Atf6*. 

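The probe for Oasis (listed as Creb3l1, NM_011957) was well above background on all 12 arrays and had a fold change of -1.44 in Schmid (limma, adjusted p = 0.24) and -1.92 in Cog (adjusted p = 0.12). Bbf2h7 (Creb3l2, AK082964) was also well above background throughout, with a fold change of 1.10 in Schmid (adjusted p = 0.68) and 1.59 in Cog (adjusted p = 0.13). A second Bbf2h7 probe passed the threshold in neither mutant. Crebh (Creb3l3, NM_145365) had a fold change of -1.44 in Schmid (adjusted p = 0.32). In Cog it was not well above background on any array, and it was at least 2.14-fold lower than wildtype (adjusted p = 0.065). Without wildtype replicate 3 of the Cog background this adjusted p was 0.031, and it ranged from 0.020 to 0.18 over the alternatives. Aibzip (Creb3l4, NM_030080) was well above background on 3 of 3 Schmid arrays and 1 of 3 wildtype arrays, with a fold change of 2.58 (adjusted p = 0.031). The call was lost without Schmid replicate 1 or 2 (adjusted p = 0.10 and 0.080), without wildtype replicate 1 or 2 (0.054 and 0.11) and after removal of the trend over the array's rows (0.059), with a range of 0.011 to 0.12 over the alternatives. Aibzip was not well above background on any Cog array or on any wildtype array of that background. Levels of different genes are not compared here, since the signal of a probe also depends on its sequence.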

*Bbf2h7* however, was not found to be differentially expressed, whereas *Luman* was significantly upregulated in Schmid but not Cog (Table S6).

We observed remarkable similarity between the two strains regarding which molecular chaperones, protein disulphide isomerases, and ERAD components were upregulated. Among the molecular chaperones, a specific subset of genes was upregulated in both models, although many were not found to be differentially expressed. In addition to *BiP*, five more molecular chaperones (*ERdj3*, *ERdj4*, *Grp94*, and *p58IPK*) were upregulated in both Schmid and Cog. 

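ERdj3 (listed as Dnajb11, NM_026400) had a fold change of 2.11 in Schmid (limma, adjusted p = 0.0061) and 3.30 in Cog (adjusted p = 0.0040). The Schmid value fell just under 2-fold without Schmid replicate 1 (log2 fold change 0.95) or without wildtype replicate 2. In Cog the call was lost with the processed signal scaled to the 75th percentile (adjusted p = 0.091, from 0.00031 upwards over the alternatives). The brightest of 4 probes for p58IPK (Dnajc3, NM_008929) gave 3.79 in Schmid (adjusted p = 0.00051) and 5.16 in Cog (adjusted p = 0.0011), and the other 3 also passed the threshold in both mutants. In Cog, 2 of these 3 lost their calls without wildtype replicate 2 (adjusted p = 0.056 and 0.087) or 3 (0.060 and 0.072) of the Cog background, and 1 of them without Cog replicate 1 or 2 (0.052 and 0.061), with 0.00073 and 0.087 as the extremes over the alternatives. Both genes were higher on 3 of 3 mutant arrays than on every wildtype array.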

Interestingly, a further 9 molecular chaperones (*Dnaja3*, *Dnajb1*, *Dnajc13*, *Hspa2*, *Hspa4*, *Hspb1*, *Hspb8*, *Hspd1*, *and Hsph1*) were highly upregulated in the Schmid mouse but not the Cog mouse, whereas no molecular chaperones were upregulated in the Cog mouse alone (Table S6). 

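At their brightest probes, 8 of these 9 chaperones were higher in Schmid past the threshold. The fold changes were 5.97 for Hspb8 (NM_030704; limma, adjusted p = 0.00036), 5.04 for Hspb1 (NM_013560; adjusted p = 0.0025) and 4.75 for Hspa2 (NM_008301; adjusted p = 0.00046). For Dnaja3 (NM_023646) the fold change was 3.80 (adjusted p = 0.0017), and for Hspa4 (NM_008300) 3.61 (adjusted p = 0.0024). Dnajc13 (XM_135146) had a fold change of 3.09 (adjusted p = 0.037), Hspd1 (NM_010477) of 2.72 (adjusted p = 0.021) and Hsph1 (listed as Hsp110, NM_013559) of 2.69 (adjusted p = 0.00037). Dnajb1 (NM_018808) had a fold change of 1.57 at the brighter probe (adjusted p = 0.11) and 2.67 at the dimmer (adjusted p = 0.017). All 9 genes were higher on 3 of 3 Schmid arrays than on every wildtype array. The call of Dnajc13 was lost with the replicate number as a block (adjusted p = 0.057) and without any single Schmid array (0.12, 0.070 and 0.075), wildtype replicate 2 (0.10) or wildtype replicate 2 of the Cog background (0.053), with a range of 0.0072 to 0.14 over the alternatives. That of Hspd1 was lost without Schmid replicate 1 or 3 (adjusted p = 0.069 and 0.054) or wildtype replicate 2 or 3 (0.080 and 0.072), with 0.0017 as the lowest value over the alternatives. The dimmer probe of Dnaja3, the dimmer probe of Hspb1 and 2 of the 3 dimmer probes of Hspa4 did not reach 2-fold. The dimmer Dnajb1 probe lost its call without Schmid replicate 1 or wildtype replicate 2 (adjusted p = 0.067 and 0.071, from 0.0045 upwards over the alternatives). A dimmer Hspa4 probe that was called (fold change 3.76, adjusted p = 0.033) was lost without any one Schmid array or wildtype replicate 1 or 3 (0.070 to 0.10, from 0.0041 upwards), and a dimmer Hspd1 probe (fold change 3.35, adjusted p = 0.030) without any one Schmid array or wildtype replicate 2 or 3 (0.064 to 0.12, from 0.0028 upwards).

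In Cog, none of the 9 genes passed the threshold with limma, and the adjusted p was lowest for Hsph1 (fold change 1.48, adjusted p = 0.073). The change differed between Schmid and Cog at an adjusted p of 0.05 or less for 6 of the 9 genes: Dnaja3 (0.036), Hspa2 (0.0090), Hspa4 (0.013), Hspb1 (0.029), Hspb8 (0.0029) and Hsph1 (0.028). For Hspb8 the wildtype groups differed too, with mean log2 signals of 9.91 in the Schmid background and 11.75 in the Cog background (limma, adjusted p = 0.020). The means of the mutants were 12.49 in Schmid and 11.76 in Cog. For the others of the 6, the wildtype groups did not differ past the threshold. The difference for Dnaja3 was lost without any one of 7 arrays (adjusted p = 0.051 to 0.085): Schmid replicates 1 and 3, Cog replicates 1 and 2, wildtype replicate 2 of the Schmid background, and wildtype replicates 2 and 3 of the Cog background. That for Hspb1 was lost without any one of 8 (0.051 to 0.064): all 3 Schmid arrays, Cog replicates 1 and 3 and the same 3 wildtype arrays. Over the alternatives the adjusted p ranged from 0.011 to 0.094 for Dnaja3 and from 0.0028 to 0.064 for Hspb1. For Dnajb1 (0.14), Dnajc13 (0.088) and Hspd1 (0.14) a difference between the mutants was not shown.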

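Ero1lb (NM_026184) had a fold change of 8.48 in Schmid (limma, adjusted p = 0.00088) and 10.4 in Cog (adjusted p = 0.0037), and was well above background on 1 of 3 arrays in each wildtype group. A second probe gave 2.54 (adjusted p = 0.014; 0.056 without Schmid replicate 1 or wildtype replicate 2, and 0.0034 at the lowest over the alternatives) and 5.46 (adjusted p = 0.0050), and the dimmest, near background, was not called. The brightest P5 probe (listed as Pdia6, NM_027959) had a fold change of 2.71 in Schmid (adjusted p = 0.011) and 2.75 in Cog (adjusted p = 0.033). The Cog call was lost without any one of the Cog arrays (adjusted p = 0.066, 0.087 and 0.076), without wildtype replicate 2 or 3 of the Cog background (0.12 and 0.10) and without Schmid replicate 2 or 3 (0.051 and 0.055), which enter through the pooled variance. Over the alternatives this adjusted p ranged from 0.0014 to 0.12. Another P5 probe gave 4.83 (adjusted p = 0.0041) and 3.55 (adjusted p = 0.036), the latter lost without any one of the same 7 arrays (adjusted p = 0.055 to 0.14, and 0.0025 at the lowest over the alternatives). A further one (AK148928) gave 2.39 (adjusted p = 0.011) and 6.93 (adjusted p = 0.0013), and the dimmest was near background. For Herpud1 (NM_022331), the fold change was 4.27 in Schmid (adjusted p = 3.5e-05) and 5.73 in Cog (adjusted p = 2.5e-05). At the brightest probe of each gene, 3 of 3 mutant arrays lay above every wildtype array.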

Of the protein disulphide isomerases and ERAD components, *Derl3* was most highly upregulated in both models, followed by *Erp72*, *Ero1lb*, *P5*, and *Herpud1*. 

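Ero1l (NM_015774) had a log2 signal of 16.07 ± 0.27 (SD, n = 3) in Schmid and 13.04 ± 0.37 (SD, n = 3) in wildtype, a fold change of 8.14 (limma, adjusted p = 9.4e-05). In Cog it was 13.95 ± 0.28 (SD, n = 3) against 13.38 ± 0.36 (SD, n = 3) in wildtype, a fold change of 1.48 (adjusted p = 0.22). The change was larger in Schmid than in Cog by 2.46 on the log2 scale (adjusted p = 0.0017), and a second probe behaved alike.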

*Ero1l* was highly upregulated in Schmid, but was not found to be differentially expressed in Cog (Table S6). Having established broad similarity between the Schmid and Cog mutant mice, we focussed primarily on the Schmid mouse for further analysis due to its greater medical relevance.

### Chondrocytes in mutant hypertrophic zones express multiple components of the *Chop* pathway but do not undergo apoptosis

Amongst the genes most highly upregulated in both mutants was *Chop*, which has been widely reported to promote ER stress-induced apoptosis [12], [21], [22], [23]. Its dimerization partner *Cebpb* and their transcriptional targets including *Car6* [22] and *Trib3* [33] were also upregulated in Schmid and Cog (Table S6). Therefore, we performed TUNEL analysis on wildtype and Schmid growth plates to determine whether apoptosis is a feature of MCDS ER stress. 

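Cebpb (NM_009883) had a fold change of 3.00 in Schmid (limma, adjusted p = 0.00054) and 2.89 in Cog (adjusted p = 0.0042) at its brighter probe. The dimmer gave 1.97 (adjusted p = 0.0033) and 1.29 (adjusted p = 0.25), short of 2-fold in both. Car6 (NM_009802) rose from a log2 signal of 10.77 ± 0.12 (SD, n = 3) in wildtype to 16.66 ± 0.13 (SD, n = 3) in Schmid, a fold change of 59.2 (adjusted p = 1.3e-06). In Cog its fold change was 6.35 (adjusted p = 0.00050), smaller than in Schmid by 3.22 on the log2 scale (adjusted p = 0.00051). Trib3 (NM_144554) had a fold change of 7.83 in Schmid (adjusted p = 7.5e-06) and 5.61 in Cog (adjusted p = 5.7e-05), while a dimmer probe (NM_175093) was called in neither. At the brighter probes, 3 of 3 mutant arrays lay above every wildtype array. With the processed signal scaled to the 75th percentile, the adjusted p of Cebpb in Cog was 0.15, against 0.00050 to 0.15 over all alternatives.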

No statistically significant differences were observed with respect to the relative number or spatial distribution of TUNEL-positive chondrocytes between wildtype and Schmid mice (Figure 4A), with the average rate of TUNEL-positive chondrocytes in wildtype hypertrophic zones being 2.63% compared with 2.90% in the Schmid hypertrophic zones (Figure 4C).

**Figure 4:**
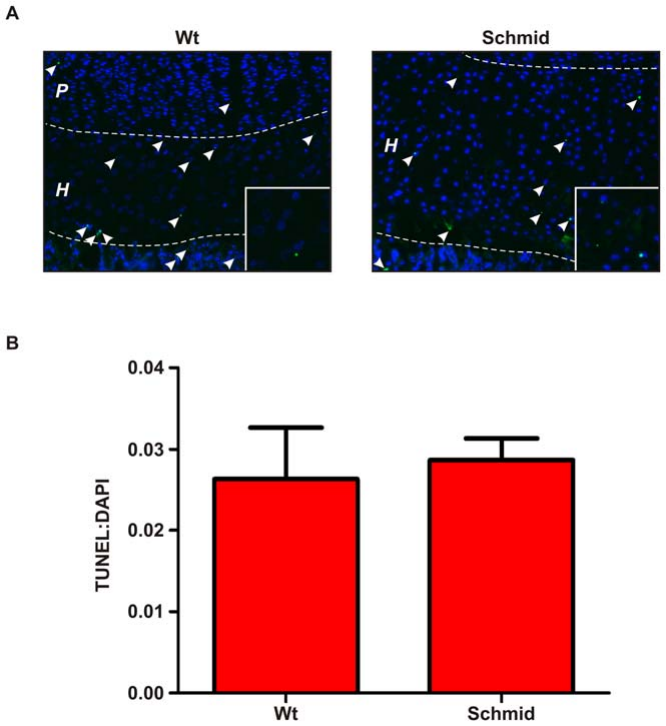
TUNEL analysis of wildtype and Schmid tibial growth plates. (A) Representative 7 day old tibial growth plate cryosections analysed by Terminal deoxynucleotidyl transferase dUTP nick end labelling (TUNEL; green) with 4′,6-diamidino-2-phenylindole (DAPI) counterstaining (blue). TUNEL-positive cells are indicated with white arrowheads. Dashed lines demarcate approximate growth plate zone boundaries: *P* – Proliferative Zone, *H* – Hypertrophic Zone. Boxes inset show magnified representative areas of the hypertrophic zones containing TUNEL-positive chondrocytes. (C) TUNEL analysis of at least 6 tibial growth plate sections from each of 3 Wt and homozygous Schmid mice, expressed as the ratio of TUNEL-positive cells to DAPI-stained nuclei within the hypertrophic zone (TUNEL:DAPI), and showing standard deviation around the mean. Statistical analysis performed using Student's *t*-test, p≤0.05.

### ER stress in the Schmid and Cog growth plates disrupts the maturation from proliferative chondrocyte to hypertrophic chondrocyte

Our TUNEL analysis revealed that the nuclei of wildtype hypertrophic chondrocytes were refractory to DAPI, whereas the nuclei of chondrocytes in Schmid hypertrophic zones stained as strongly with DAPI as proliferative chondrocytes (Figure 4A,B). Moreover, haematoxylin and eosin staining (Figure S2) displayed a similar pattern as DAPI, as the intensity of haematoxylin staining of chondrocytes throughout the Schmid hypertrophic zones was much greater than that of wildtype hypertrophic chondrocytes, and equivalent to that of proliferative chondrocytes. Subsequent ultrastructural analysis of chondrocytes throughout the wildtype and Schmid growth plates by transmission electron microscopy (TEM) further defined similarities between chondrocytes in the mutant hypertrophic zones and proliferative chondrocytes (Figure 5). As expected, mutant proliferative chondrocytes were indistinguishable from wildtype proliferative chondrocytes (Figure 5A–D), prior to the expression of collagen X and the onset of ER stress in the mutant hypertrophic zone. In the Schmid upper (Figure 5G,H), mid (Figure 5K,L), and lower (Figure 5O,P) hypertrophic zones most chondrocytes were characterized by grossly distended ER, typical of cells expressing misfolded proteins with compromised secretion. Most chondrocytes throughout the Schmid hypertrophic zone were further typified by a relative paucity of glycogen when compared with wildtype, presumably reflecting the significant energetic demands involved in responding to ER stress. Also, chondrocytes in the mutant hypertrophic zone displayed several subcellular hallmarks of proliferative chondrocytes, including having a smaller, flattened appearance, proliferative chondrocyte-like nuclear ultrastructure, and highly developed protein secretory machinery including abundant Golgi complexes and vesicles presumably involved in protein transport and secretion. A smaller proportion of chondrocytes in the Schmid hypertrophic zone displayed a more typical hypertrophic ultrastructure. Therefore most, but not all chondrocytes throughout the hypertrophic zones of the Schmid growth plate displayed signs of severe ER stress and developmental arrest, resembling proliferative chondrocytes on the basis of nuclear staining and TEM ultrastructural analysis.

**Figure 5:**
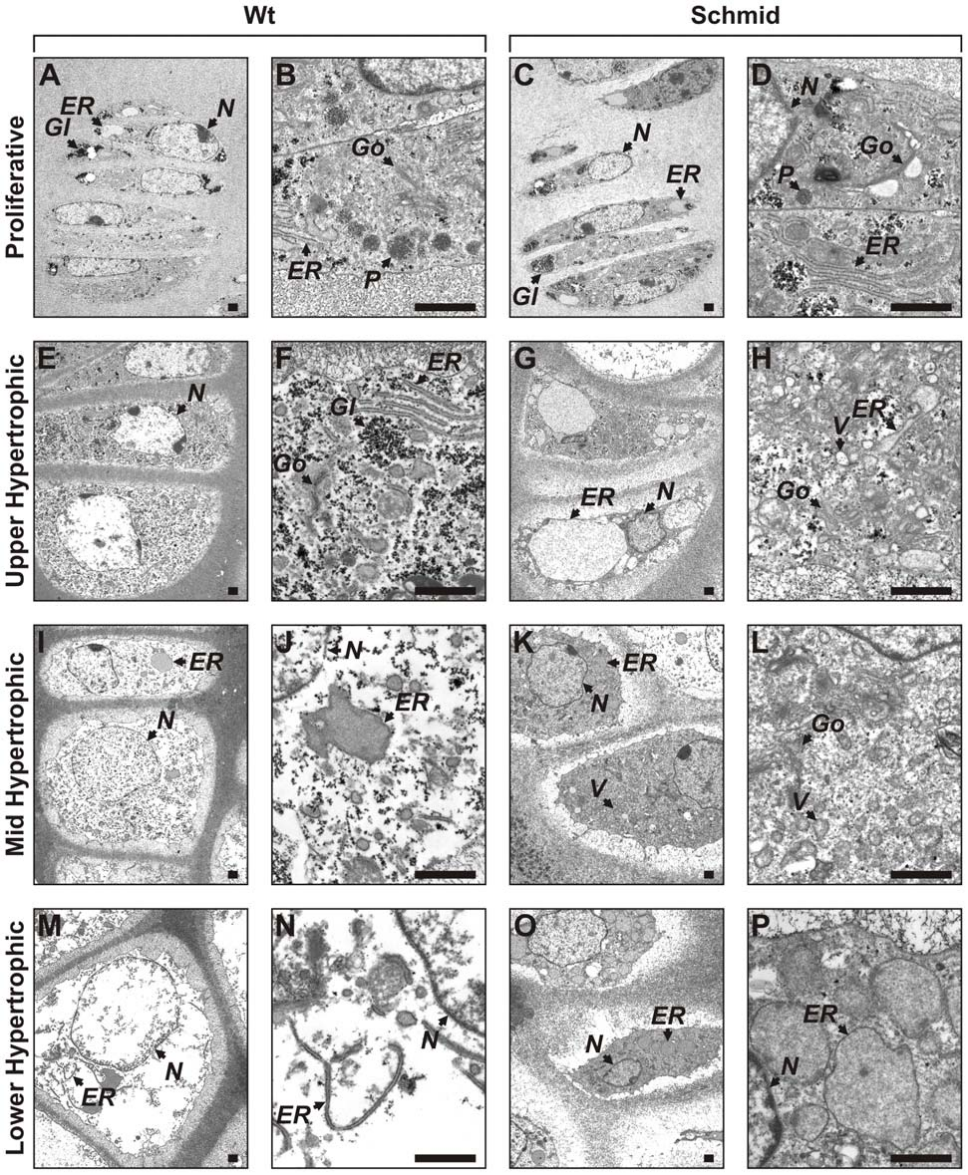
Ultrastructural analysis of wildtype and Schmid tibial growth plates. Transmission electron micrographs of representative chondrocytes from the (A–D) proliferative, (E–H) upper hypertrophic, (I–L) mid-hypertrophic, and (M–P) lower hypertrophic zones of 7 day old wildtype (Wt) and homozygous Schmid (Schmid) tibial growth plates. Italicized letters indicate intracellular features as follows: *ER* – endoplasmic reticulum, *Gl* – glycogen, *Go* – Golgi complex, *N* – nucleus, *P* – proteoglycan, *V* – vesicles. Scale bars = 1 µm.

To characterize the disruption to chondrocyte maturation in the mutant growth plates further, we took a gene expression profiling approach. Thus we microdissected hypertrophic zones and proliferative zones from two week old wildtype mouse tibiae and linearly amplified the isolated RNA. To validate the RNA, we performed qPCR using hypertrophic zone markers *Adamts1*, *Col10a1*, and *Mmp9* [34], [35], and proliferative zone markers *Fmod*, *Gdf10*, and *Prelp* [35], [36], [37] (Figure S3). Each marker was significantly more highly expressed in the expected growth plate zone, validating the samples. Gene expression microarray analyses were then performed on each sample. To establish gene expression signatures which define wildtype hypertrophic and proliferative zones based on these microarray analyses, genes were regarded as defining the hypertrophic zone if they were ≥2-fold more highly expressed in the hypertrophic zone than the proliferative zone with an adjusted *p* value ≤0.05, and defining the proliferative zone if they were ≥2-fold more highly expressed in the proliferative zone than the hypertrophic zone with an adjusted *p* value ≤0.05. A cohort of 510 genes comprised the wildtype hypertrophic zone gene expression signature (Table S7), while a cohort of 773 genes comprised the wildtype proliferative zone gene expression signature (Table S8). Ontological analysis of each cohort using DAVID 6.7 software authenticated the gene expression signatures, yielding GO terms related to programmed cell death, vasculature development, and skeletal system development for the hypertrophic zone signature (Table S9), and cell cycle regulation, DNA metabolism, and chromosomal structure for the proliferative zone signature (Table S10).

Next, we used these signatures as references for determining the differentiation status of chondrocytes in the mutant hypertrophic zones. Thus, we performed two analyses. In the first, we analysed our existing Schmid and Cog microarray datasets for the relative expression (log fold change) of the wildtype hypertrophic zone gene signature, to determine the extent to which wildtype hypertrophic zone markers were upregulated in the mutant hypertrophic zones. 

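By accession, 709 probes (456 genes) of the arrays matched the 510 entries of Table S7. Over these probes, the root mean square difference between the group means was 0.98 on the log2 scale between Schmid and Cog. It was 1.14 between Schmid and its wildtype, 0.62 between Cog and its wildtype, and 0.64 between Cog and wildtype of the Schmid background. The wildtype groups differed by 0.54. Arrays of wildtype proliferative zones are not among the 12 arrays and were not analysed here.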

The results of this analysis are represented by the heatmap in Figure 6A, which indicates that in terms of the expression of the wildtype hypertrophic zone gene signature, chondrocytes in the Schmid and Cog hypertrophic zones resemble each other more closely than those of either wildtype sample, but more closely resemble wildtype proliferative chondrocytes than wildtype hypertrophic chondrocytes. Gene set tests were highly significant for both Schmid versus wildtype and Cog versus wildtype (*p*≤0.001 in each case). Therefore, a significant number of hypertrophic zone signature genes were expressed at abnormally low levels in the Schmid and Cog hypertrophic zones by comparison with the wildtype hypertrophic zone. 

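The median log2 fold change of the hypertrophic zone signature was -0.38 in Schmid, with 33.7% of the probes above 0, and 148 of its probes were lower and 39 higher past the threshold. Limma's camera at the preset correlation gave p = 0.00097 (adjusted p = 0.00097 over the 3 lists taken from the paper). In Cog the median was -0.17, with 37.7% above 0, and 12 probes were lower and 10 higher. There camera at the same correlation gave p = 0.018, which the adjustment raised to 0.054. The shift was not shown to differ between the mutants (camera, preset correlation, p = 0.065, adjusted p = 0.065), although the difference was past the threshold in 13 of 31 alternatives, among them fry (p = 0.0022). The paper does not name its gene set function. Under limma's geneSetTest, which takes probes as independent, p was 2.6e-19 in Schmid and 1.5e-12 in Cog. Both shifts held with fry (p = 2.2e-05 and 0.031), and with camera's estimated correlation the Schmid shift held (p = 0.030) and the Cog shift did not (p = 0.096). The alternative that moved the Schmid result most was scaling normexp values to the 75th percentile, under which the median was -0.43 (camera, preset correlation, p = 0.15) while the median of all probes moved to -0.35. With camera at the preset correlation, the Cog shift had p = 0.058 without Cog replicate 1 and 0.074 without wildtype replicate 3 of the Cog background.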

In the second analysis, we re-examined the same microarray datasets, this time for the relative expression of the wildtype proliferative zone gene signature, to determine the extent to which wildtype proliferative zone markers were downregulated in the mutant hypertrophic zones. 

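Of the 773 entries of Table S8, 683 genes were found by accession, with 1016 probes. The root mean square difference between group means over these probes was 0.76 on the log2 scale between Schmid and Cog, 0.84 between Schmid and its wildtype, and 0.51 between Cog and its wildtype. Cog differed from wildtype of the Schmid background by 0.56, and the wildtype groups differed from each other by 0.43.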

The results of this analysis are represented by the heatmap in Figure 6B, which indicates that in terms of the expression of the wildtype proliferative zone gene signature, chondrocytes in the Schmid and Cog hypertrophic zones resemble each other more closely than either wildtype sample. Unlike the first analysis however, the gene set test for Schmid versus wildtype was significant (*p*≤0.001), but the gene set test for Cog versus wildtype was not significant (*p*≥0.1). Therefore, a significant number of proliferative zone signature genes were expressed abnormally highly in chondrocytes in the Schmid hypertrophic zone by comparison with the wildtype hypertrophic zone, however the same genes were not found to be significantly abnormally expressed in the Cog hypertrophic zone.

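The proliferative zone signature had a median log2 fold change of 0.26 in Schmid, with quartiles of -0.17 and 0.79. Of its probes, 140 were higher and 27 lower past the threshold (camera, preset correlation, p = 1.4e-05, adjusted p = 2.1e-05). The median in Cog was -0.07, with quartiles of -0.36 and 0.23, and 10 probes were higher and 5 lower (camera, preset correlation, p = 0.24, adjusted p = 0.24). The mutants differed, with a median difference of 0.35 (camera, preset correlation, p = 3.3e-05, adjusted p = 9.9e-05), which camera's estimated correlation did not call (p = 0.12). In Schmid the shift held with fry (p = 0.016) and fell short with camera's estimated correlation (p = 0.11), which moved it most. The Cog result depended on the test, since geneSetTest called the signature lower (p = 1.9e-05), and without wildtype replicate 3 of the Cog background so did camera at the preset correlation (p = 0.049). With the processed signal scaled to the 75th percentile, the Cog median was 0.09, against 0.43 for all probes. Genes of dividing cells went the other way in Schmid: 7 genes of a list of proliferating cell markers belong to this signature, and all 7 were below wildtype. That list as a whole (10 genes) had a median of -0.57, which was -0.07 without wildtype replicate 1 (camera, preset correlation, p = 0.23), and it was not called with camera's estimated correlation (p = 0.22).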

**Figure 6:**
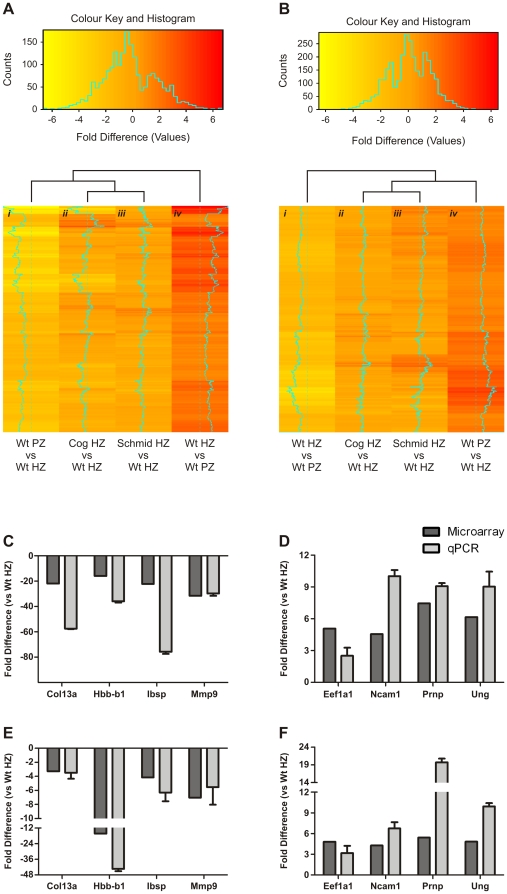
Expression of wildtype hypertrophic and proliferative growth plate zone gene signatures in Schmid and Cog hypertrophic zones. (A) Heatmap depicting the relative fold difference (log fold change) of 510 wildtype (Wt) hypertrophic zone (HZ) signature genes following the comparison of datasets generated by microarray analyses of Wt proliferative zone (PZ), Wt HZ, homozygous Schmid (Schmid) HZ, or Tg^cog^ (Cog) HZ aRNA (N = 3). (B) Heatmap depicting the relative expression (log fold change) of 773 Wt PZ signature genes following the comparison of datasets generated by microarray analyses of Wt PZ, Wt HZ, Schmid HZ, or Cog HZ aRNA (N = 3). For both heatmaps, each Wt growth plate zone signature gene is represented by a single bar, colour-coded according to relative expression as indicated, with downregulated genes coloured yellow, and upregulated genes coloured red. (C–F) Validation of (A) and (B) by quantitative PCR (qPCR) using (C) Wt PZ and Wt HZ cDNA for markers of the Wt HZ gene signature, (D) Wt PZ and Wt HZ cDNA for markers of the Wt PZ gene signature, (E) Schmid HZ and Wt HZ cDNA for the Wt HZ markers used in (C), and (F) Schmid HZ and Wt HZ cDNA for the Wt PZ markers used in (D); N = 3, expression profiles expressed as Fold Difference versus Wt HZ, microarray data shaded dark grey, qPCR data shaded light grey, qPCR error bars indicate standard deviation around the mean.

To validate the microarray analyses, qPCR was performed on wildtype and Schmid growth plate zone cDNA for a cohort of highly differentially expressed genes. 

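In Schmid, the hypertrophic zone markers were lower than wildtype. Hbb-b1 (NM_008220) had a log2 signal of 14.28 ± 0.93 (SD, n = 3) in Schmid and 18.35 ± 0.98 (SD, n = 3) in wildtype, a fold change of -16.8 (limma, adjusted p = 0.0015), and its other probes gave similar values. The brighter Mmp9 probe (NM_013599) had a fold change of -7.04 (adjusted p = 0.0036), and the other, with a wide spread in wildtype, -3.49 (adjusted p = 0.17). The probes of Hbb-b1 and Mmp9 given first lie in rows 1 to 159 of the array. With the trend over the rows removed, the log2 fold change was -3.80 for Hbb-b1 in Schmid and -2.60 for Mmp9 in Schmid. Col13a1 (NM_007731) had a fold change of -3.30 (adjusted p = 0.0023), while its dimmer probe was near background. Ibsp (NM_008318) had a fold change of -4.18, which was not past the threshold (adjusted p = 0.063). It passed in a fit of the Schmid arrays and their own wildtype alone (adjusted p = 0.020) and with the replicate number as a block (adjusted p = 0.018), among other alternatives, over which it ranged from 0.017 to 0.15. All 4 genes were lower on 3 of 3 Schmid arrays than on every wildtype array.

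Of the proliferative zone markers, Prnp (NM_011170) had a fold change of 5.24 in Schmid (adjusted p = 0.0022) and Ung (NM_011677) of 4.60 (adjusted p = 0.0052). Ncam1 is covered by 8 probes. The brightest (X15052) had a fold change of 4.09 (adjusted p = 0.0033), 2 others were also higher past the threshold, and 5 were not called. The brightest Eef1a1 probe (NM_010106) had a fold change of -1.17 (adjusted p = 0.57), and the other gave 4.69 (adjusted p = 0.042). The latter was lost without Schmid replicate 1 or 2 (adjusted p = 0.15 and 0.075), wildtype replicate 2 or 3 of the Schmid background (0.15 and 0.11), Cog replicate 2 (0.057) or wildtype replicate 2 of the Cog background (0.055), with 0.0076 as the lowest over the alternatives. None of the 8 genes passed the threshold in Cog at its brightest probe with limma, the adjusted p being lowest for Eef1a1 (fold change 1.87, adjusted p = 0.088). A dimmer Ncam1 probe, not well above background on any wildtype array, was at least 1.68-fold higher in Cog (adjusted p = 0.017), so a 2-fold change was not shown. Its fit passed the threshold, and did not without Cog replicate 1 or without wildtype replicate 2 or 3 of the Cog background (adjusted p = 0.060 and 0.063, within 0.0033 to 0.083 over the alternatives).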

*Col13a1*, *Hbb-b1*, *Ibsp*, and *Mmp9* (Figure 6C,E) were found by microarray analysis to be more highly expressed in the wildtype hypertrophic zone compared with the wildtype proliferative zone, and *Eef1a1*, *Ncam1*, *Prnp*, and *Ung* (Figure 6D,F) were more highly expressed in the wildtype proliferative zone compared with the wildtype hypertrophic zone. Consistent with the microarray data, each hypertrophic zone marker gene was found by qPCR to be expressed very lowly in the proliferative zone compared with the wildtype hypertrophic zone (Figure 6C), and in the Schmid hypertrophic zone compared with the wildtype hypertrophic zone (Figure 6E). Conversely, each proliferative zone marker gene was found by qPCR to be expressed very highly in the proliferative zone compared with the wildtype hypertrophic zone (Figure 6D), and in the Schmid hypertrophic zone compared with the wildtype hypertrophic zone (Figure 6F). Thus we confirmed that in the Schmid hypertrophic zone, the wildtype hypertrophic zone gene signature is not fully upregulated, while the proliferative zone gene signature is not fully downregulated.

Next, the disrupted differentiation of ER-stressed growth plate chondrocytes was further explored by *in situ* analyses, using probes specific for *Eef1a1* (Figure 7A,B), *Ncam1* (Figure 7C,D), and *Prnp* (Figure 7E,F), to show the spatial distribution of proliferative zone marker expression in wildtype and mutant tibial growth plates. In the wildtype growth plate, expression of each gene was observed in the non-hypertrophic zones, and most strongly in the proliferative zone, but excluded from the wildtype hypertrophic zone (Figure 7A,C,E). In Schmid, the expression pattern for each gene observed in the non-hypertrophic zones of the wildtype growth plate was maintained, but unlike wildtype the domain of expression extended in the mutant into the hypertrophic zone, and as far as the ossification front (Figure 7B,D,F). Thus our *in situ* analyses further validated the abnormal growth plate zone marker expression patterns determined by microarray analysis and qPCR in Schmid and Cog, and confirmed that chondrocytes in the mutant growth plates undergo developmental arrest, failing to undergo full hypertrophy, and retaining significant elements of the proliferative chondrocyte phenotype.

**Figure 7:**
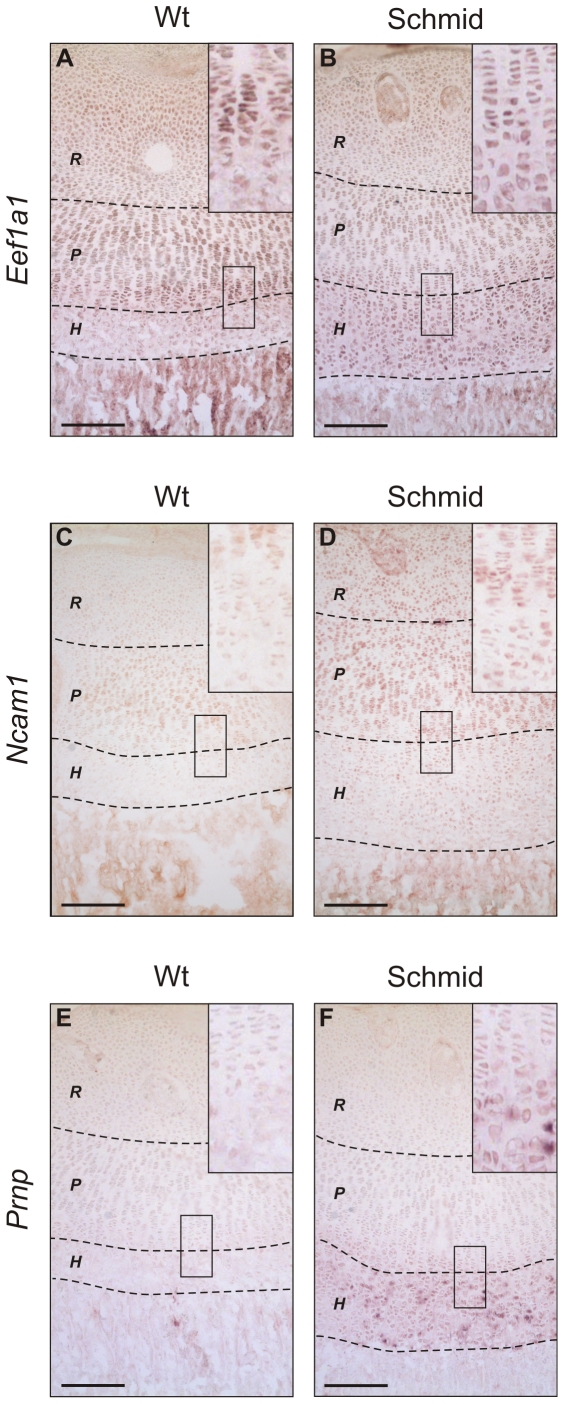
*In situ* analysis of growth plate proliferative zone gene signature markers. *In situ* analyses performed on 7 day old wildtype (Wt) and homozygous Schmid (Schmid) tibial growth plate cryosections using digoxigenin-labelled riboprobes specific for the selected growth plate proliferative zone gene signature markers (A,B) *Eef1a1*, (C,D) *Ncam1*, and (E,F) *Prnp*. Dashed lines demarcate approximate growth plate zone boundaries: *R* – Resting Zone, *P* – Proliferative Zone, *H* – Hypertrophic Zone. Boxes inset show magnified representative areas of the hypertrophic zones, to highlight the extent of riboprobe hybridization in these zones. Scale bars = 500 µm.

## Discussion

Several studies investigating inherited connective tissue disorders have implicated the UPR as a feature of the disease mechanism. Our recent work, in which the MCDS phenotype was recapitulated by expressing different misfolding proteins in the mouse growth plate hypertrophic zone, was the first study to demonstrate unequivocally the central importance of the UPR in the molecular pathology of such diseases [8]. Here we used a gene expression profiling approach to characterize the UPRs of our mutant mice, identify novel components of these regulatory networks in chondrocytes, and define consequences of the UPRs for the differentiation of chondrocytes in the hypertrophic zone.

### The Schmid and Cog UPRs are characterized by activation of the canonical ER stress-signalling pathways

We showed previously that chondrocytes in the hypertrophic zones of Schmid and Cog mice upregulate and proteolytically cleave Atf6 in response to ER stress [8]. Here we show that *Atf6* gene expression was increased in these mutants as well (Table S6). *Ire1* was not found to be differentially expressed between mutant and wildtype, but *Xbp1* splicing in the Schmid and Cog hypertrophic zones confirmed Ire1 activity in the UPR of both mutants (Figure 1A). *Perk* expression and activity was found to be increased in the Schmid hypertrophic zone, but in Cog we were unable to detect significant upregulation or activation of *Perk* (Table S6; Figure 1B). The lack of observed *Perk* mRNA upregulation and lack of apparent Eif2α phosphorylation may indicate that Tg^cog^ thyroglobulin elicits less ER stress in growth plate cartilage than p.N617K collagen X. This is consistent with the finding that the hypertrophic zone expansion, apparent in both mice at younger ages, is resolved in the Cog mice alone by 6 weeks of age [8], suggesting a milder pathological effect. Regardless, each of the canonical ER stress sensors was activated in Schmid, and at least two of these sensors were also activated in Cog mouse hypertrophic cartilage.

This is the first study to implicate all three sensors in the molecular pathology of a skeletal disease. While *Xbp1* splicing was confirmed previously in a transgenic mouse model of MCDS [24], neither Atf6 proteolysis nor Eif2α phosphorylation were demonstrated in that study. In contrast, mild ER stress underpinning a p.T583M *Comp* mutant model of pseudoachondroplasia was found to involve Atf6 cleavage and Eif2α phosphorylation, but not *Xbp1* splicing [38]. It remains unknown whether *Xbp1* splicing, Atf6 proteolysis, or Eif2α phosphorylation occur in other mouse models of skeletal dysplasias characterized by ER stress, including the p.V194D *Matn3* mutant model of multiple epiphyseal dysplasia [39], and an *Aga2*-mutant model of osteogenesis imperfecta [40]. Nevertheless, activation of all three sensors is understood to be the common response of ER-stressed cells, and the combination and kinetics of sensor activation is thought to influence cell fate [41].

Another putative chondrocyte ER-stress sensor, *Luman*, was upregulated in Schmid, although it was not found to be differentially expressed in the Cog hypertrophic zone (Table S6; Figure 3A*ix*, 3B*ix*,*x*). *Luman* encodes an ER membrane-resident [42] type II transmembrane glycoprotein [43], within the cytoplasmic portion of which resides a basic domain leucine zipper transcription factor [44]. As with its structural homologs Atf6 [45], Bbf2h7 [46], and Oasis [47], Luman may be cleaved and thereby activated via S1P proteolysis [43]. Activated Luman targets the ERSE consensus sequence in the promoters of multiple UPR genes, including ERAD markers *Edem* [45] and *Herp* [48]. It is unclear why *Luman* was upregulated in Schmid but no significant differential expression was observed in Cog, or whether proteolytic activation of Luman occurs in Schmid. Therefore, despite its transcriptional upregulation we cannot confirm that *Luman* contributes functionally to the Schmid UPR. Another Atf6 homolog, *Aibzip* [49], was also upregulated specifically in Schmid, although at a much lower level than other Atf6 homologs (Table S6). *Bbf2h7*, which modulates physiological ER stress in chondrocytes by regulating components of the protein secretory pathway during early chondrogenesis [50], and *Oasis* [49], were not differentially expressed in either model. Importantly however, as with Luman, their roles in modulating pathological ER stress in chondrocytes cannot be ruled out until proteolytic cleavage has been tested in suitable mouse models.

### The Schmid and Cog UPRs are surprisingly similar

Consistent with activation of the canonical ER stress sensors, our microarray analyses also revealed upregulation of several of their gene targets (Figure 2, Table S6). 

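Erp57 (listed as Pdia3, NM_007952) had a fold change of 1.90 in Schmid (limma, adjusted p = 0.031), which did not reach 2-fold, and 3.01 in Cog (adjusted p = 0.012). In each mutant, 3 of 3 arrays lay above every wildtype array. With all 6 wildtype arrays as the control, the log2 fold change in Schmid was 1.12 (adjusted p = 0.0073, up to 0.22 over the alternatives) and past the threshold, as it was without Schmid replicate 3 or wildtype replicate 1. Without wildtype replicate 2 of the Cog background, the adjusted p of the Cog value was 0.056, with a range of 0.00082 to 0.064 over the alternatives. The changes in both mutants did not differ past the threshold (adjusted p = 0.25).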

In both Schmid and Cog, we saw upregulation of specific and highly comparable subsets of molecular chaperones including *BiP*, *ERdj4*, and *Grp94*, foldases such as *Erp57*, *Erp72*, and *Ero1lb*, and components of the ERAD pathway such as *Derl3* and *Syvn1* (Table S6). Erp57 is a glycoprotein-specific protein disulphide isomerase, and is important in the formation of disulphide bonding intermediates during thyroglobulin biosynthesis [51], [52]. It is known that *Ero1lb* expression may be induced in mammalian cells in response to chemical inducers of ER stress [53]. This study however, is the first to confirm upregulation of *Ero1lb* in response to ER stress in an *in vivo* mammalian disease model. Syvn1 is an E3 ubiquitin ligase which has recently been shown to co-operate with Wfs1 (also significantly upregulated in both Schmid and Cog; Table S6) in suppressing the UPR by enhancing the proteasomal degradation of Atf6 [54]. Thus it is an intriguing possibility that the deleterious effects of chronic ER stress in Schmid and Cog chondrocytes are modulated in part by the Syvn1/Wfs1-mediated degradation of Atf6.

Wildtype collagen X and thyroglobulin contrast significantly in their biosynthesis. Mature collagen X consists of three α1(X) chains, each containing a helical, collagenous domain flanked by N- and C-terminal non-collagenous domains [55], [56]. Collagen X biosynthesis has been extensively reviewed [57], [58]. Briefly, α1(X) monomers become aligned via their NC1 domains within the ER lumen for homotrimer assembly, which occurs through triple helix formation at the alpha-helical collagenous domain. Except for bovine collagen X, post-translational modification and assembly of wildtype collagen X does not involve disulphide bond formation [59]. In contrast, thyroglobulin is a 660 kDa homodimeric glycoprotein, whose intracellular assembly requires extensive post-translational modifications including glycosylation, the formation of 60 disulfide bonds, phosphorylation, proteolysis, and iodination [60], [61]. In view of this, the similarity between the Schmid and Cog UPRs was particularly surprising. This unexpected similarity may be reconciled by the finding that while intracellular assembly of wildtype collagen X does not involve disulphide bond formation, MCDS mutations including p.N617K can cause aberrant disulphide bond formation to occur in mutant collagen X assembly [62]. Therefore, the molecular machinery involved in the post-translational modification of the mutant proteins may differ from those involved in biosynthesis of their wildtype counterparts, making it potentially difficult to predict the UPRs based on knowledge of wildtype biosynthetic pathways. The differences between Schmid and Cog UPRs are an important area of future study and further detailed molecular comparisons may reveal additional complexities in UPR regulation and downstream signalling.

However, the extent of co-regulation observed between the Schmid and Cog UPRs suggests that the UPR is largely not protein-specific, and that most UPR target genes are part of a generic, or default response to ER stress. This possibility raises the hope that new, “generic” treatment strategies may be developed which can ameliorate the deleterious consequences of unresolved chondrocyte-specific UPRs by targeting components of common pathways.

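Over all 41174 probes, the log2 fold changes of Schmid and Cog had a Pearson r of 0.09 and a Spearman rho of -0.02. A signal gradient over the array's rows ran opposite ways in the comparisons. At probes with 10 spots each, rows 1 to 159 relative to the other rows were lower than wildtype in Schmid (-0.26, log2). In Cog they were higher (0.18). With the trends over rows and probe GC content removed, r was 0.16. Across the 12790 probes well above background on all 12 arrays, r was 0.20 and rho 0.17, and across the 10729 probes with a mean signal of at least 11, r was 0.24. Probes are not independent replicates. With all 6 wildtype arrays as a common control r was 0.31. Shared arrays alone gave 0.33 in a simulation of unchanged groups. Many probes were changed here, so 0.33 is not the r expected in these data. The comparison therefore cannot show whether the mutants share a response. Past the threshold in both mutants were 169 probes higher in both, 68 lower in both, 120 lower in Schmid and higher in Cog, and 19 higher in Schmid and lower in Cog. Of the 120, 42 hold the sequence TCTCCC, which 1.11% of all probes hold. Cross-hybridization is a candidate explanation for these. The changes in Schmid and Cog differed at 6814 probes (limma, adjusted p of 0.05 or less). The fold changes of the 18 UPR markers were more alike, with an r of 0.78 across their 30 probes. Of these probes, 22 were higher in both mutants. The list was drawn up with the paper's values known, so this is not independent evidence. From the co-regulation of UPR genes in both mutants, the paper proposes that most UPR target genes respond to ER stress whichever protein misfolds.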

### Expression of novel UPR markers revealed by microarray analysis of Schmid and Cog hypertrophic zones

Our microarray analyses also identified several genes recently implicated in the UPR, including *Armet* and *Creld2*, and other genes never previously associated with ER stress, such as *Steap1* and *Fgf21*. Each of these genes was highly upregulated in Schmid and Cog compared with wildtype (Table S6; Figure 3). *Armet* (arginine-rich, mutated in early stage tumours; also called *Manf* – mesencephalic astrocyte derived neurotrophic factor) is a soluble 18 kDa protein [63] which localizes to the ER but may also be secreted [64]. *Armet* is a robust UPR marker, inducible *in vitro* with chemical ER stressors [63], [64], [65], as well as in the brain following experimentally induced ischemia [64], or by misfolding Matn3 expressed in a mouse model of multiple epiphyseal dysplasia [39]. *Armet* expression is regulated by Xbp1_s_ and Atf6 [65], and mediated by an ERSE-II element in its promoter [63]. The function of Armet is not fully resolved, though it is known to impair cell proliferation and protect against ER stress-induced cell death [64]. Intrastriatal injection of exogenous Armet has proven efficacious in the treatment of an experimental model of Parkinson's disease, a neurodegenerative disorder related to ER stress in, as well as loss of, dopaminergic neurons [66], [67]. Thus, *Armet* appears to have a prominent role in the UPR, and it will be important to determine whether its manipulation can ameliorate not only Parkinson's disease, but other ER stress disorders as well, including MCDS.

*Creld2* (cysteine rich with EGF-like domains 2) encodes an ER-resident [68], [69], 60 kDa glycoprotein [68]. Like *Armet*, *Creld2* is inducible *in vitro* using chemical ER stressors, and is regulated by Atf6 via an ERSE element in its promoter [68]. The function of *Creld2* is unknown, however it was shown to be highly upregulated, along with *Armet*, in a *Matn3* mutant model of multiple epiphyseal dysplasia [39]. Thus, the upregulation of *Creld2* observed in the Schmid and Cog UPRs here represents the second time this gene has been implicated in the UPR of a mouse model of an ER stress-related disease. Upregulation in response to various *in vitro* and *in vivo* stressors strongly implicates *Creld2* as having an important role in the UPR which is neither stimulus- nor cell type-specific, and highlights the need for further research into the function of this conspicuous, novel ER stress marker.

Less is known about *Steap1* (six transmembrane epithelial antigen of the prostate 1), a protein which is widely expressed and which has recently been identified marker of various types of cancer [70]. 

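At their brightest probes, Steap2 (AK086787) had a fold change of 1.48 in Schmid (limma, adjusted p = 0.10), Steap3 (NM_133186) of -1.07 (adjusted p = 0.62) and Steap4 (NM_054098) of -1.40 (adjusted p = 0.0082). Each was near background, and in Cog none of the 3 was well above background on any array. Their second probes passed the threshold in neither mutant.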

*Steap1* bears greater than 60% homology to three other family members – *Steap2*, *Steap3*, and *Steap4* [71], none of which were upregulated in either Schmid or Cog (Table S6). In addition to their structural homology, all four Steap proteins have been found to localize to endosomes [71]. This is the first study, to our knowledge, to demonstrate the upregulation of *Steap1* in response to any kind of ER stress. Therefore *Steap1* may constitute a novel, chondrocyte-specific component of the UPR.

Fibroblast growth factor 21 (*Fgf21*) belongs to the endocrine-acting Fgf19 subfamily of the Fgf superfamily [72]. Under normal conditions, *Fgf21* is widely expressed in metabolically important tissues including liver, fat, muscle, and pancreas, and accordingly is involved in multiple metabolic processes including adaptation to starvation [73]. Fgf21 signalling is known to be mediated by either of Fgfr1, -2, or -3 in conjunction with the co-regulator β-klotho [72]. To our knowledge, this is the first study to report the upregulation of *Fgf21* in response to ER stress. Intriguingly, we also found a putative ERSE element in the mouse *Fgf21* promoter positioned 310 bp upstream of the *Fgf21* start codon (Figure S4). This sequence closely resembles the previously reported consensus sequence for ERSE I elements, which are *cis*-acting regulatory motifs that favour the upregulation of UPR target genes and glucose-regulated proteins [74]. It is unclear what role Fgf21 has in the UPR of the Schmid or Cog mice. While it is possible that Fgf21 may play a currently unrecognised direct role in the UPR, it may also be that *Fgf21* is upregulated in ER-stressed Schmid and Cog chondrocytes as an adaptive response to “starvation” caused by the significant energetic cost of UPR activation. Such costs are reflected by the appreciable depletion of glycogen deposits in the ER-stressed chondrocytes of the upper hypertrophic zone compared with wildtype (Figures 5F,H).

### Downregulation of genes encoding secreted proteins in ER-stressed Schmid chondrocytes

Genes encoding secreted proteins were widely downregulated in Schmid (Table S3), including cartilage ECM components such as *Matn1*, *Matn2*, *Col9a2*, *Col9a3*, *Col11a2*, *Chad*, as well as proteases, including *Mmp9* (Table S5). 

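Col11a2 (NM_009926) had a log2 signal of 16.32 ± 0.39 (SD, n = 3) in Schmid and 17.91 ± 0.25 (SD, n = 3) in wildtype, a fold change of -3.01 (limma, adjusted p = 0.00083). Its dimmer probe was not called (fold change -1.38, adjusted p = 0.11). Chad (NM_007689) had a fold change of -3.84 in Schmid (adjusted p = 0.0012). Both were lower on 3 of 3 Schmid arrays than on every wildtype array. In Cog, Col11a2 had a fold change of -1.19 (adjusted p = 0.54) and Chad of 1.12 (adjusted p = 0.79). The mutants differed for Col11a2 by -1.34 on the log2 scale (adjusted p = 0.014, from 0.0032 to 0.060 over the alternatives, and above 0.05 under both scalings to the 75th percentile) and for Chad by -2.10 (adjusted p = 0.0068).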

ECM integrity is critical for providing structural support, as well as signalling information during normal tissue development [1]. Thus, while the downregulation of cartilage ECM and protease genes observed in ER-stressed Schmid chondrocytes would significantly reduce their ER protein load, favouring their survival, we anticipate it having deleterious effects on mutant growth plate function as well. It is known for example that Vegf, which mediates vascularisation during endochondral ossification [75], may be stored bioactively bound to the ECM, and released as a soluble angiogenic factor in response to protease activity [76]. Mmp9 and Mmp13 may be important for Vegf release from the hypertrophic zone to mediate growth plate vascularisation, and loss of either protease from the growth plate results in hypertrophic zone elongation [77], [78]. Therefore impaired vascularisation of the mutant growth plates may be caused not only by reduced *Vegf* expression, as we observed previously in the lower half of Schmid hypertrophic zones [8], but also by reduced bioavailability of Vegf and other growth factors, due to disrupted development of mutant hypertrophic cartilage matrices caused by UPR-mediated transcriptional attenuation of ECM and protease genes. That the pathology of MCDS involves impaired growth plate vascularisation is further supported by the much lower expression of *Hbb-b1* [34] (Table S1, Figure 6C,E), along with other genes related ontologically to vasculature development (Table S3), in the mutant hypertrophic zones compared with wildtype.

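Lists of marker genes for blood and vessel cells were tested with camera. Medians are over the brightest probe of each gene, and camera took all probes of a list. The endothelial list (12 genes, 19 probes) had a median log2 fold change of -1.97 in Schmid (camera, preset correlation, p = 3.1e-06, adjusted p = 1.1e-05 over 7 marker lists) and -0.75 in Cog (p = 6.6e-05, adjusted p = 0.00023). Over all 19 probes the endothelial median was -0.51 in Schmid and -0.30 in Cog. The erythroid list (12 genes, 20 probes) had a median of -1.38 in Schmid (camera, preset correlation, p = 1.1e-05, adjusted p = 2.5e-05) and 0.05 in Cog (p = 0.68, adjusted p = 0.68). All 4 results kept their side of the threshold with fry. With camera's estimated correlation, the endothelial shifts held (p = 0.014 in Schmid and 0.027 in Cog) and the erythroid shift in Schmid did not (p = 0.16). The erythroid median in Schmid depended on single wildtype arrays, with -0.68, -0.86 and -2.45 without replicates 1, 2 and 3 of the Schmid background, each past the threshold. With all 6 wildtype arrays as control, the erythroid median in Cog was -0.09. Among the endothelial genes, Cd93 fell by 3.42 on the log2 scale in Schmid (limma, adjusted p = 7.8e-05) and Kdr fell by 2.22 (adjusted p = 0.0050). Of the 12 genes, 8 were lower past the threshold in Schmid and 1 was higher, Vwf (log2 fold change 1.14, adjusted p = 0.022). The Vwf call was lost without Schmid replicate 2 or 3 (adjusted p = 0.076 and 0.066) or wildtype replicate 2 or 3 (0.074 and 0.072), with 0.011 as the lowest over the arrays left out. Lists of osteoblast, osteoclast and myeloid markers were lower in Schmid too (medians -1.13, -0.49 and -1.72). With camera's estimated correlation these were not past the threshold. Fewer such cells in the dissected zone, lower expression in the cells, or less blood and bone in the growth plates could give this pattern. These arrays cannot tell them apart.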

Interestingly, *Col10a1* was not found to be differentially expressed in our microarray analyses of 2 week old Schmid and Cog tibiae compared to wildtype (Table S6). That *Col10a1* is not differentially expressed between Schmid and wildtype in 1 week old tibial growth plates was then demonstrated by *in situ* analysis (Figure 3B*i*,*ii*). By contrast, we [8] and others [24] previously observed downregulation of mutant *Col10a1* in the hypertrophic zones of 3 week old MCDS mouse growth plates. The growth rate of wildtype and Schmid mice is maximal between 3–4 weeks [8]. Accordingly, it may be that the level of mutant collagen X passing through the ER of Schmid mice is also maximal at 3 weeks, resulting in a more severe ER stress than at 1–2 weeks. Thus, the different *Col10a1* expression patterns observed in MCDS growth plates here and previously may reflect different levels of ER stress severity during the time course of the disease.

### Apoptosis is not a feature of the UPR in Schmid or Cog ER-stressed chondrocytes

Apoptosis was not increased in the Schmid hypertrophic zone compared with wildtype (Figure 4), despite upregulation of *Chop*, *Cebpb*, and key transcriptional targets in mutant hypertrophic zones by comparison with wildtype (Table S6). *Chop* is widely regarded as a marker of ER-stress induced apoptosis. Numerous studies have shown that its over-expression promotes apoptosis, while its inhibition favours cell survival [79], [80], [81]. More recently however, others have demonstrated that Chop can play pro-survival roles in the UPR [82]. As already noted, the fate of ER-stressed cells is thought to depend on the combination and kinetics of the stress sensors they activate. ER-stressed cells activate at least Ire1, Atf6, and Perk, however Ire1 (and Atf6) activity may be transient [41]. Indeed Tsang et al previously demonstrated *Xbp1* splicing only in the upper portion of the hypertrophic zone in their transgenic model of MCDS [24], suggesting transient Ire1 activity in ER-stressed chondrocytes in this disease. The kinetics and duration of Ire1 activity is important, but controversial. Some suggest that its activity favours cell survival, while its loss, coupled with persistent Perk activation, favours apoptosis [41]. Others however, have correlated the *Xbp1*-independent kinase activity of Ire1 with increased apoptosis [19]. These studies, and ours, highlight the complexities involved in trying to understand how the regulation of cell fate during ER stress is modulated.

### ER-stressed Schmid and Cog chondrocytes undergo developmental arrest and retain ultrastructural and molecular features of proliferative chondrocytes

We have revealed significant histological and ultrastructural similarities between chondrocytes in the Schmid hypertrophic zone and proliferative chondrocytes (Figure 5). Moreover, our gene expression profiling analyses revealed that chondrocytes in the Schmid hypertrophic zone do not fully upregulate wildtype hypertrophic zone markers (Figure 6A,C,E), or downregulate proliferative zone markers (Figure 6B,D,F). Crucially, the abnormal nuclear staining (Figure S2; Figure 4A), proliferative chondrocyte-like ultrastructural features (Figure 5), and growth plate zone marker expression (Figure 7) were present in chondrocytes throughout the hypertrophic zones of the mutant mice. These findings differ from those of Tsang et al, who reported loss of proliferative and pre-hypertrophic (late proliferative) zone marker expression in the upper portion of the hypertrophic zone of their MCDS mouse model, followed by resumed expression in the lower hypertrophic zone, and who argued on this basis that MCDS growth plate chondrocytes become hypertrophic before de-differentiating to a pre-hypertrophic chondrocyte-like state, to ameliorate mutant collagen X-induced ER stress [24]. Rather, our data on the Schmid mutant suggest that with the onset of hypertrophy, expression of misfolding collagen X and the subsequent onset of ER stress disrupts further maturation of growth plate chondrocytes due to UPR-mediated dysregulation of normal gene expression. Consequently, ER-stressed mutant chondrocytes in this MCDS model undergo developmental arrest, retaining significant elements of the proliferative chondrocyte gene signature, failing to acquire the full gene signature of wildtype hypertrophic chondrocytes, and continuing to display several key subcellular ultrastructural hallmarks of proliferative chondrocytes. As a result, it is likely that they are unable to provide vital microenvironmental cues required to facilitate growth plate remodelling and vascularisation such as proteases and pro-angiogenic signaling molecules (discussed above), accounting for the hypertrophic zone elongation characteristic of the MCDS growth plate.

## Materials and Methods

### Ethics Statement

*Col10a1* p.Asn617Lys mice (Schmid) and *ColXTg^cog^* mice (Cog), which were generated as described previously [8], as well as wildtype littermates, and Swiss white mice were sacrificed in accordance with Institutional Animal Ethics guidelines at one week or two weeks post-partum, as indicated.

### Western Blotting

Whole cartilage extracts and Western blots were generated as described previously [8].

### Microdissection of mutant and wildtype growth plate zones

One tibia from each of three two week old Schmid, wildtype (Schmid background), Cog, and wildtype (Cog background) mice was used for hypertrophic zone microdissection (Figure 8). One tibia from each of three two week old Swiss White mice was used to microdissect hypertrophic and proliferative zones for wildtype growth plate zone gene signature analyses. Tibiae were dissected and embedded in Tissue-Tek OCT (Sakura Fine Technical), snap-frozen in isopentane, and stored at −80°C. 10 µm tibial sections were prepared using a cryostat (Leica CM1850), mounted on RNAse-free SuperFrost Plus slides (Biolab Scientific), and stored at −80°C. Immediately prior to microdissection, sections were fixed in 70% ethanol, rinsed in RNAse-free water, and dehydrated in 70%, 95%, and 100% ethanol for 30 seconds each, and air-dried. Schmid, Cog, and wildtype hypertrophic zones, and Swiss White hypertrophic and proliferative zones were microdissected from slides immobilized on the stage of an inverted light microscope (Leica DM IL) using an ophthalmic scalpel (Feather) fixed to the scanning xy-object guide. Light microscopy was performed using an Eclipse 80i light microscope (Nikon).

**Figure 8:**
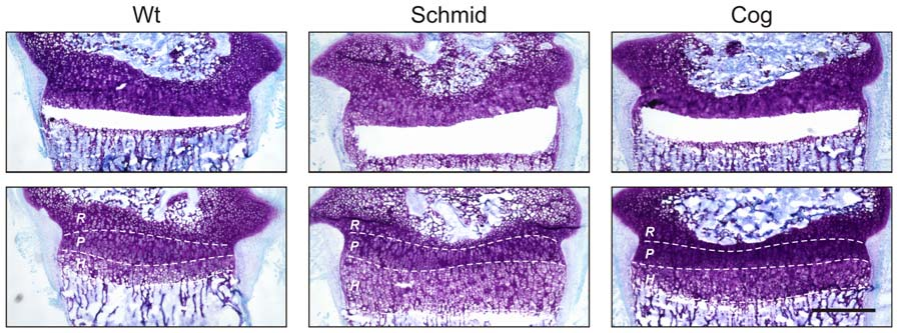
Microdissection of growth plate hypertrophic zones from wildtype and mutant mice. Representative 10 µm tibial growth plate cryosections from 14 day old wildtype (Wt), Schmid homozygous (Schmid), or Tg^cog^ (Cog) mice, stained with Toluidine Blue and Fast Green, and following microdissection of hypertrophic zones. Microdissected sections are shown in the upper panel; non-microdissected serial sections are shown in the lower panel. Dashed lines demarcate approximate growth plate zone boundaries: *R* – Resting Zone, *P* – Proliferative Zone, *H* – Hypertrophic Zone. Scale bar = 500 µm.

### RNA Preparation

Microdissected tissues were collected in TRIzol reagent (Invitrogen) for RNA extraction and purification, which was performed following the manufacturer's specifications. All total RNA samples were subjected to two rounds of linear amplification using the MessageAmp II aRNA Amplification Kit (Ambion), following the manufacturer's protocol. 100–150 ng of first-round amplified aRNA was used as template for each second round amplification. Following total RNA extraction and amplification, the yield, purity, and integrity of all RNA samples were validated by capillary electrophoresis with a Bioanalyzer 2100 (Agilent Technologies), using a Series II RNA 6000 Pico Kit (Agilent Technologies), according to the manufacturer's specifications. Amplified RNA samples (2 µg) were labelled with Cy3 using the ULS Fluorescent Labeling Kit for Agilent Arrays (Kreatech Diagnostics), according to the manufacturer's specifications. Fluorophore incorporation and yield were determined by spectrophotometry using a Nanodrop ND-1000 spectrophotometer (Thermo Fisher Scientific).

### PCR Analysis

Polymerase chain reaction (PCR) analysis was used to detect *Xbp1* splicing, and to generate templates for *in situ* hybridization (see below) riboprobes. To generate cDNA for PCR reactions, reverse transcriptions were performed on equal quantities of aRNA, using the Transcriptor High Fidelity cDNA Synthesis Kit (Roche Applied Science), according to the manufacturer's specifications. For *Xbp1* splicing, PCR was performed on equal quantities wildtype, Schmid, and Cog hypertrophic zone cDNA using primers flanking the *Xbp1* ER stress-responsive splice site [17]. To synthesize *in situ* hybridization riboprobes, PCR product were generated from cDNA as appropriate using primers spanning 3′-biased regions of the gene of interest ranging from 500–700 bp in length. Quantitative PCR (qPCR) was used for quantitative validation of the differential expression of specific genes between wildtype and mutant hypertrophic zones, and between wildtype proliferative and hypertrophic zones. qPCR was performed using the LightCycler 480 Probes Master kit (Roche Applied Science) in 10 µl reactions comprised of 5 µl LightCycler 480 Probes Master 2× concentrate, 50 ng cDNA, 100 nM UPL Probe (Roche Applied Science), and 200 nM each primer. qPCR primers were designed online (https://www.roche-applied-science.com/sis/rtpcr/upl/adc.jsp). Thermal cycling was conducted on a LightCycler 480 II qPCR machine (Roche Applied Science), as follows: initial denaturation at 95°C for 10 minutes, followed by 50 cycles of denaturation at 95°C for 30 seconds, annealing and polymerization at 60°C for one minute. qPCR data were analysed using LightCycler480 Software release 1.5.0 (Roche). All primer sequences are available on request.

### Microarray hybridizations and Bioinformatic Analyses

All aRNA samples were interrogated by microarray analysis using single-colour hybridizations to 44 K whole mouse genome microarrays, according to the manufacturer's specifications (Agilent Technologies). The arrays were then scanned at 5 µm resolution on a G2565BA DNA Microarray Scanner (Agilent Technologies), and the features extracted using Feature Extraction 9.5.3 software (Agilent Technologies). The raw data were then processed in statistical language R, using the limma package [83], [84], performing Normexp (offset = 50) for background correction and quantile normalization, with control probes removed and duplicate spots averaged. One array (ID 251486826813_3 (Proliferative)) was removed from the analysis due to quality control issues. Data were adjusted for multiple testing using the Benjamini and Hochberg's method to control false discovery rate. Gene set tests were performed within limma.

### *In Situ* Hybridization

*In situ* hybridisation was used to investigate the expression of candidate genes identified by microarray analyses. 10 µm tibial cryosections from one week old Schmid, Cog, and wildtype mice prepared as above were fixed in 4% paraformaldehyde (PFA) in PBS, and subjected to *in situ* hybridization, as briefly follows. DIG-labelled antisense RNA probes were prepared from PCR products subcloned into pGEMT-Easy cloning vector (Promega). Probes were hybridized to cryosections overnight at 65°C in hybridization buffer, comprised of 1× salts (0.2 M NaCl, 10 mM Tris-HCl pH 7.5, 1 mM Tris Base, 5 mM NaH_2_PO_4_.2H_2_O, 5 mM Na_2_HPO_4_, 50 mM EDTA), 1 mg/ml tRNA, 1× Denhardt's solution, 10% dextran sulphate, 50% deionized formamide. Hybridized cryosections were washed three times for 30 minutes at 65°C in washing solution (1× SSC, 50% formamide), then twice for 30 minutes at room temperature in TBTX (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 0.1% Triton X-100). Cryosections were then treated with blocking solution (TBTX, 2% blocking reagent (Boehringer), 20% sheep serum) for ≥1 hour at room temperature, followed by antibody solution, comprised of 1∶1000 DIG anti-Fab fragments (Roche) in blocking solution overnight at room temperature. Next, cryosections were washed four times for 20 minutes in TBTX, and stained using 4.5 µl/mL nitro blue tetrazolium chloride (NBT) and 3.5 µl/mL 5-Bromo-4-chromo-3-indolyl phosphate (BCIP) in alkaline phosphatase staining buffer (100 mM NaCl, 50 mM MgCl_2_, 100 mM Tris pH 9.5) until strong, specific signal was detected.

### Histology

Mouse tibial growth plate sections were characterized histologically with Harris's Haematoxylin and Eosin Y (CliniPure, HD Scientific Supplies Pty Ltd), and for proteoglycans with Toluidine Blue and Fast Green (BDH Laboratory Supplies) counterstaining as previously described [85], but with the following exceptions. Because OCT-embedded cryosections were used rather than paraffin-embedded microtome sections, de-waxing steps involving xylene treatments were discarded. Instead, sections which had already been fixed in ethanol in preparation for microdissection were washed in water prior to staining, while fresh sections were fixed in 4% PFA for 10 minutes, and washed in water. For H&E staining, following haematoxylin treatment, sections were treated for 30 seconds each in 1% HCl and 1% ammonia water, and washed for 1 minute each under running tap water between and following each of these three treatments. For Toluidine Blue/Fast Green staining, following Toluidine Blue treatment and tap water rinse, sections were counterstained with Fast Green for three minutes, rinsed in tap water, and differentiated twice for one minute each in 100% isopropanol, before preparing for mounting in Pertex mounting medium (HD Scientific Pty Ltd) by treatment with xylene.

### TUNEL Staining

Terminal deoxynucleotidyl transferase dUTP nick end labelling (TUNEL) was used to detect cells undergoing DNA fragmentation at the end stages of apoptosis. Six tibial growth plate cryosections from each of three wildtype and three Schmid mice were assayed by TUNEL using the *In Situ* Cell Death Detection Kit, Fluorescein (Roche) according to the manufacturer's specifications. Wildtype cryosections treated with recombinant DNase I (Roche) for 20 minutes at room temperature prior to TUNEL staining were used as positive controls. 4′,6-diamidino-2-phenylindole (DAPI) was added to TUNEL reactions as a nuclear counterstain at a concentration of 200 ng/ml. Fluorescent microscopy was performed using an Axio Imager M1 fluorescence microscope (Zeiss). A ratio was calculated for the number of TUNEL-positive nuclei to the total number of nuclei per hypertrophic zone, to normalize for the length differential between wildtype and Schmid hypertrophic zones.

### Transmission Electron Microscopy

Specimens of growth cartilage collected from tibiae of 1 week old mice were fixed in Karnovsky's fixative supplemented with 0.7% (v/v) safranin O, a modified procedure used to enhance structural preservation and stabilization of cartilage proteoglycans [86]. After decalcification in 0.15 M EDTA samples were post-fixed in 1% osmium tetroxide/1.5% potassium ferrocyanide and embedded in Spurr's resin. Semi-thin sections (0.5 µm) were stained with 1% methylene blue. Ultra-thin sections were contrasted with uranyl acetate and Reynold's lead citrate and examined with a Philips 300 transmission electron microscope at 60 kv.

## Supporting Information

Figure S1 **qPCR analysis of** ***Col10a1*** **expression in wildtype and mutant hypertrophic zones.** qPCR performed for *Col10a1* on cDNA derived from hypertrophic zones microdissected from wildtype (Wt), homozygous Schmid (Schmid), or Tg^cog^ (Cog) tibial growth plates; N = 3, expression profiles expressed as Fold Difference versus Wt, error bars indicate standard deviation around the mean.
(TIF) Click here for additional data file.

Figure S2 **Haematoxylin and eosin staining of wildtype and Schmid growth plates.** Representative 10 µm tibial growth plate cryosections from 7 day old wildtype (Wt) or Schmid homozygous (Schmid) mice, stained with haematoxylin and eosin. Dashed lines demarcate approximate growth plate zone boundaries: *R* – Resting Zone, *P* – Proliferative Zone, *H* – Hypertrophic Zone. Boxes inset show magnified representative areas of the HZs, to highlight the differential staining between Wt and Schmid in these zones. Scale bars = 500 µm.
(TIF) Click here for additional data file.

Figure S3 **qPCR validating aRNA derived from wildtype mouse growth plate hypertrophic and proliferative zones.** qPCR performed on cDNA derived from hypertrophic zones (HZ) or proliferative zones (PZ) microdissected from wildtype (Wt) mouse tibial growth plates, using (A) HZ markers *Adamts1*, *Col10a1*, and *Mmp9*, and (B) PZ markers *Fmod*, *Gdf10*, and *Prelp*, and expressed as Fold Difference for Wt PZ versus Wt HZ; N = 3, error bars indicate standard deviation around the mean.
(TIF) Click here for additional data file.

Figure S4 **Putative ERSE I element in the** ***Fgf21*** **promoter.** Portion of *Fgf21* genomic DNA sequence, from 334 bp upstream of the start codon, to 40 bp downstream of the start codon. Non-coding sequence denoted by lower-case font; coding sequence denoted by upper-case font. Start codon denoted by bold, blue font. Putative *Fgf21* ERSE I sequence denoted by bold, red font, with nucleotides matching the ERSE I consensus sequence underlined.
(TIF) Click here for additional data file.

Table S1 **Schmid versus wildtype differentially expressed genes.**
(PDF) Click here for additional data file.

Table S2 **Cog versus wildtype differentially expressed genes.**
(PDF) Click here for additional data file.

Table S3 **Schmid versus wildtype GO analysis.**
(DOCX) Click here for additional data file.

Table S4 **Cog versus wildtype GO analysis.**
(DOCX) Click here for additional data file.

Table S5 **Cartilage-specific collagens and ECM components in schmid or cog versus wildtype.**
(DOCX) Click here for additional data file.

Table S6 **ER stress sensors, their targets, and downstream pathways.**
(DOCX) Click here for additional data file.

Table S7 **Wildtype hypertrophic zone gene expression signature.**
(DOCX) Click here for additional data file.

Table S8 **Wildtype proliferative zone gene expression signature.**
(DOCX) Click here for additional data file.

Table S9 **Wildtype hypertrophic zone gene expression signature GO analysis.**
(DOCX) Click here for additional data file.

Table S10 **Wildtype proliferative zone gene expression signature GO analysis.**
(DOCX) Click here for additional data file.

# Supplementary material for: Transcriptional Profiling of Chondrodysplasia Growth Plate Cartilage Reveals Adaptive ER-Stress Networks That Allow Survival but Disrupt Hypertrophy
**Source:** PLoS One. 2011 Sep 15;6(9):e24600. doi: 10.1371/journal.pone.0024600
**Supplement:** Table S1 — Schmid versus wildtype differentially expressed genes.

**Table S1 - Schmid versus Wildtype Differentially Expressed Genes**

|           |                |        |       |       |
|-----------|----------------|--------|-------|-------|
| NM_022029 | <i>Nrgn</i>    | -15.64 | 12.20 | 0.000 |
| NM_008220 | <i>Hbb-b1</i>  | -16.30 | 16.45 | 0.001 |
| NM_011987 | <i>Pla2g10</i> | -27.02 | 14.83 | 0.000 |

# Supplementary material for: Transcriptional Profiling of Chondrodysplasia Growth Plate Cartilage Reveals Adaptive ER-Stress Networks That Allow Survival but Disrupt Hypertrophy
**Source:** PLoS One. 2011 Sep 15;6(9):e24600. doi: 10.1371/journal.pone.0024600
**Supplement:** Table S2 — Cog versus wildtype differentially expressed genes.

**Table S2 - Cog versus Wildtype Differentially Expressed Genes**

# Supplementary material for: Transcriptional Profiling of Chondrodysplasia Growth Plate Cartilage Reveals Adaptive ER-Stress Networks That Allow Survival but Disrupt Hypertrophy
**Source:** PLoS One. 2011 Sep 15;6(9):e24600. doi: 10.1371/journal.pone.0024600
**Supplement:** Table S4 — Cog versus wildtype GO analysis.

| **Table S4 - Cog versus Wildtype GO Analysis** | | |  |  |  |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |
| **GO Cluster rank and functional annotation** | | | **DAVID v6.7 Enrichment Score** | **Corrected *p* value** | **Count** |
| **Clusters associated with genes significantly upregulated in Cog vs Wt:** | | |  |  |  |
| 1 | GO:0005783 | endoplasmic reticulum | 7.41 | 7.59 E-06 | 28 |
| 2 | GO:0031974 | membrane-enclosed lumen | 2.85 | 3.45 E-03 | 27 |
| 3 | GO:0005788 | endoplasmic reticulum lumen | 2.58 | 3.18 E-05 | 9 |
| 4 | GO:0006986 | response to unfolded protein | 1.83 | 1.17 E-01 | 6 |
| 5 | GO:0001701 | in utero embryonic development | 1.62 | 4.72 E-01 | 9 |
| 6 | GO:0006457 | protein folding | 1.61 | 8.68 E-01 | 5 |
| 7 | GO:0006784 | ER-nuclear signaling pathway | 1.54 | 3.52 E-01 | 4 |
| 8 | GO:0009309 | amine biosynthetic process | 1.33 | 8.82 E-01 | 4 |
| **Clusters associated with genes significantly downregulated in Cog vs Wt:** | | |  |  |  |
| 1 | SP_PIR_KEYWORDS | lysosome | 1.37 | 8.24 E-01 | 4 |
| 2 | SP_PIR_KEYWORDS | oxidoreductase | 1.32 | 9.08 E-01 | 6 |

# Supplementary material for: Transcriptional Profiling of Chondrodysplasia Growth Plate Cartilage Reveals Adaptive ER-Stress Networks That Allow Survival but Disrupt Hypertrophy
**Source:** PLoS One. 2011 Sep 15;6(9):e24600. doi: 10.1371/journal.pone.0024600
**Supplement:** Table S5 — Cartilage-specific collagens and ECM components in schmid or cog versus wildtype.

| **Table S5 - Cartilage-Specific Collagens and ECM Components in Schmid or Cog versus Wildtype** | | | | | | |
| --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |
|  |  |  |  |  |  |  |
| **NCBI** | **Gene Symbol** | **A** | **Relative Expression vs Wt (Adj P Value)** | |  |  |
|  |  |  | **Schmid** | **Cog** |  |  |
| **Cartilage Markers** |  |  |  |  |  |  |
| NM_007424 | *Agc1* | 18.80 | -1.12 (0.401) | -1.02 (0.933) |  |  |
| NM_007689 | *Chad* | 13.70 | -3.84 (0.003) | 1.12 (0.839) |  |  |
| NM_031163 | *Col2a1* | 18.52 | -1.34 (0.068) | -1.09 (0.710) |  |  |
| NM_009933 | *Col6a1* | 15.09 | -1.11 (0.687) | -1.99 (0.047) |  |  |
| NM_146007 | *Col6a2* | 12.92 | -1.63 (0.085) | 1.03 (0.954) |  |  |
| XM_897036 | *Col6a3* | 17.09 | 1.45 (0.286) | -1.21 (0.730) |  |  |
| NM_007738 | *Col9a1* | 15.05 | -1.85 (0.175) | -1.74 (0.381) |  |  |
| NM_007741 | *Col9a2* | 17.85 | -2.15 (0.012) | -1.61 (0.168) |  |  |
| NM_009936 | *Col9a3* | 15.12 | -3.03 (0.017) | -1.34 (0.623) |  |  |
| NM_007729 | *Col11a1* | 15.36 | -3.04 (0.058) | 1.88 (0.415) |  |  |
| NM_009926 | *Col11a2* | 17.36 | -2.89 (0.002) | -1.19 (0.627) |  |  |
| NM_016685 | *Comp* | 18.93 | -1.10 (0.342) | 1.02 (0.903) |  |  |
| NM_010217 | *Ctgf* | 17.14 | -4.82 (0.003) | -1.20 (0.769) |  |  |
| NM_007833 | *Dcn* | 14.96 | 1.61 (0.386) | 1.22 (0.834) |  |  |
| NM_007884 | *Epyc* | 14.95 | -3.00 (0.068) | -1.28 (0.798) |  |  |
| NM_021355 | *Fmod* | 12.30 | -2.97 (0.028) | -1.08 (0.928) |  |  |
| NM_016696 | *Gpc1* | 18.08 | -1.77 (0.001) | -1.05 (0.822) |  |  |
| NM_008150 | *Gpc4* | 14.81 | -1.15 (0.362) | 1.21 (0.346) |  |  |
| NM_013500 | *Hapln1* | 18.44 | 1.13 (0.790) | 1.31 (0.347) |  |  |
| NM_008524 | *Lum* | 16.64 | -1.12 (0.823) | 1.12 (0.887) |  |  |
| NM_010769 | *Matn1* | 15.81 | -6.02 (0.004) | -1.36 (0.657) |  |  |
| NM_016762 | *Matn2* | 13.31 | -3.39 (0.005) | -1.35 (0.524) |  |  |
| NM_010770 | *Matn3* | 16.39 | -1.74 (0.379) | 1.03 (0.984) |  |  |
| NM_013592 | *Matn4* | 13.55 | -1.98 (0.379) | 1.02 (0.988) |  |  |
| NM_054077 | *Prelp* | 16.69 | -2.10 (0.147) | 1.37 (0.688) |  |  |
| NM_011519 | *Sdc1* | 11.21 | -2.81 (0.013) | -1.44 (0.489) |  |  |
| NM_008304 | *Sdc2* | 13.31 | -3.20 (0.000) | -1.22 (0.487) |  |  |
| NM_011520 | *Sdc3* | 13.83 | -3.30 (0.001) | -2.54 (0.010) |  |  |
| NM_011521 | *Sdc4* | 14.48 | 1.70 (0.228) | 1.16 (0.848) |  |  |
| **Hypertrophic Cartilage Markers** | | |  |  |  |  |
| NM_007431 | *Akp2* | 17.07 | -2.07 (0.038) | 1.86 (0.156) |  |  |
| NM_009925 | *Col10a1* | 14.20 | 1.01 (0.996) | 2.03 (0.588) |  |  |
| NM_013599 | *Mmp9* | 14.25 | -7.03 (0.006) | -1.58 (0.776) |  |  |
| NM_008607 | *Mmp13* | 13.74 | -2.44 (0.379) | -1.39 (0.852) |  |  |
| NM_008608 | *Mmp14* | 14.07 | -2.65 (0.077) | 1.20 (0.365) |  |  |
| NM_009263 | *Spp1* | 17.96 | 1.41 (0.517) | -1.41 (0.674) |  |  |
| NM_009820 | *Runx2* | 14.92 | -1.55 (0.069) | -1.31 (0.407) |  |  |

# Supplementary material for: Transcriptional Profiling of Chondrodysplasia Growth Plate Cartilage Reveals Adaptive ER-Stress Networks That Allow Survival but Disrupt Hypertrophy
**Source:** PLoS One. 2011 Sep 15;6(9):e24600. doi: 10.1371/journal.pone.0024600
**Supplement:** Table S9 — Wildtype hypertrophic zone gene expression signature GO analysis.

| **Table S9 - Wildtype Hypertrophic Zone Gene Expression Signature GO Analysis** | | |  |  |  |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |
| **GO Cluster rank and functional annotation** | | | **DAVID v6.7 Enrichment Score** | **Corrected *p* value** | **Count** |
| 1 | GO:0043068 | positive regulation of programmed cell death | 3.64 | 6.11 E-02 | 19 |
| 2 | GO:0001944 | vasculature development | 2.71 | 5.34 E-02 | 18 |
| 3 | GO:0006796 | phosphate metabolic process | 2.37 | 7.95 E-02 | 38 |
| 4 | GO:0041012 | extracellular matrix | 2.20 | 1.46 E-01 | 17 |
| 5 | GO:0030036 | actin cytoskeleton organization | 1.96 | 2.38 E-01 | 12 |
| 6 | IPR004827 | basic-leucine zipper (bZIP) transcription factor | 1.79 | 1.39 E-01 | 9 |
| 7 | GO:0016791 | phosphatase activity | 1.74 | 3.30 E-01 | 13 |
| 8 | GO:0001501 | skeletal system development | 1.69 | 3.93 E-01 | 15 |
| 9 | GO:0001942 | hair follicle development | 1.47 | 6.18 E-01 | 5 |
| 10 | SP_PIR_KEYWORDS | amino acid transport | 1.46 | 1.91 E-01 | 5 |
| 11 | GO:0006915 | apoptosis | 1.42 | 6.95 E-01 | 19 |
| 12 | GO:0032990 | cell part morphogenesis | 1.40 | 5.49 E-01 | 12 |
| 13 | GO:0021915 | neural tube development | 1.36 | 2.83 E-01 | 8 |
| 14 | GO:0003779 | actin binding | 1.35 | 3.80 E-01 | 16 |
| 15 | IPR001464 | annexin | 1.35 | 7.24 E-01 | 3 |
| 16 | IPR015940 | Ubq-associated/translation elongation factor EF1B, N-terminal, eukaryote | 1.34 | 6.18 E-01 | 5 |

# Supplementary material for: Transcriptional Profiling of Chondrodysplasia Growth Plate Cartilage Reveals Adaptive ER-Stress Networks That Allow Survival but Disrupt Hypertrophy
**Source:** PLoS One. 2011 Sep 15;6(9):e24600. doi: 10.1371/journal.pone.0024600
**Supplement:** Table S10 — Wildtype proliferative zone gene expression signature GO analysis.

| **Table S10 - Wildtype Proliferative Zone Gene Expression Signature GO Analysis** | | |  |  |  |
| --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |
| **GO Cluster rank and functional annotation** | | | **DAVID v6.7 Enrichment Score** | **Corrected *p* value** | **Count** |
| 1 | GO:0007049 | cell cycle | 11.44 | 6.54 E-14 | 70 |
| 2 | GO:0006259 | DNA metabolic process | 9.96 | 1.01 E-11 | 52 |
| 3 | GO:0005694 | chromosome | 9.20 | 1.31 E-07 | 41 |
| 4 | GO:0043232 | intracellular non-membrane-bounded organelle | 5.94 | 1.17 E-05 | 109 |
| 5 | GO:0000775 | chromosome, centromeric region | 5.57 | 2.32 E-07 | 21 |
| 6 | GO:0006281 | DNA repair | 5.41 | 3.39 E-04 | 29 |
| 7 | GO:0000777 | condensed chromosome kinetochore | 4.61 | 1.59 E-02 | 9 |
| 8 | SP_PIR_KEYWORDS | cell cycle control | 4.14 | 1.90 E-05 | 9 |
| 9 | GO:0005730 | nucleolus | 4.07 | 2.15 E-04 | 30 |
| 10 | IPR014400 | cyclin, A/B/D/E | 3.85 | 1.37 E-02 | 6 |
| 11 | GO:0051726 | regulation of cell cycle | 3.47 | 1.11 E-02 | 21 |
| 12 | GO:0001882 | nucleoside binding | 3.21 | 1.90 E-02 | 80 |
| 13 | GO:0005657 | replication fork | 2.77 | 7.06 E-04 | 8 |
| 14 | GO:0006270 | DNA replication initiation | 2.62 | 3.00 E-02 | 5 |
| 15 | GO:0000307 | cyclin-dependent protein kinase holoenzyme complex | 2.51 | 6.60 E-02 | 4 |
| 16 | GO:0000075 | cell cycle checkpoint | 2.46 | 3.69 E-02 | 9 |
| 17 | GO:0001923 | nucleoside monophosphate metabolic process | 2.32 | 1.86 E-02 | 10 |
| 18 | GO:0006302 | double-stranded break repair | 2.26 | 3.83 E-04 | 11 |
| 19 | GO:0006350 | transcription | 2.22 | 1.21 E-01 | 87 |
| 20 | GO:0051276 | chromosome organization | 2.22 | 6.84 E-03 | 32 |
| 21 | GO:0000070 | mitotic sister chromatid segregation | 2.01 | 1.71 E-01 | 5 |
| 22 | IPR000910 | high mobility group, HMG1/HMG2 | 1.82 | 7.26 E-01 | 7 |
| 23 | mmu05222 | small cell lung cancer | 1.77 | 6.91 E-02 | 10 |
| 24 | SP_PIR_KEYWORDS | upl conjugation | 1.75 | 3.87 E-02 | 34 |
| 25 | GO:0051052 | regulation of DNA metabolic process | 1.72 | 1.92 E-01 | 8 |
| 26 | GO:0009262 | deoxyribonucleotide metabolic process | 1.69 | 4.40 E-02 | 6 |
| 27 | GO:0046395 | carboxylic acid catabolic process | 1.61 | 3.88 E-01 | 9 |
| 28 | GO:0043933 | macromolecular complex subunit organization | 1.55 | 1.44 E-01 | 25 |
| 29 | GO:0003678 | DNA helicase activity | 1.45 | 2.12 E-02 | 7 |
| 30 | GO:0004518 | nuclease activity | 1.39 | 1.84 E-01 | 13 |
| 31 | mmu00240 | pyrimidine metabolism | 1.37 | 2.15 E-02 | 14 |
| 32 | GO:0015630 | microtubule cytoskeleton | 1.34 | 3.04 E-02 | 30 |
| 33 | IPR003034 | DNA-binding SAP | 1.34 | 9.74 E-01 | 4 |
| 34 | IPR013817 | pre-ATP-grasp fold | 1.33 | 9.68 E-01 | 3 |
| 35 | GO:0034284 | response to monosaccharide stimulus | 1.33 | 6.83 E-01 | 4 |
| 36 | GO:0004540 | ribonuclease activity | 1.31 | 4.24 E-01 | 7 |
| 37 | GO:0042254 | ribosome biogenesis | 1.30 | 1.35 E-01 | 12 |

How the deposited data were processed for this re-analysis (not part of the article)

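The authors deposited, for each of the 12 mice, the scanner software's output with the intensity of every spot, and a series matrix of log2 values. The analysis starts from the intensity values, since they precede all normalization. The deposited series matrix holds log2 values of the same arrays after normexp correction and quantile normalization. It was compared with the values made here (lowest correlation of an array 0.99987) and used as an alternative.

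Spots whose signal was marked as non-uniform or as an outlier among repeated spots were left out, control spots were removed, and foreground and local background were combined with normexp. The log2 values were quantile normalized over the 12 arrays and averaged over the spots of a probe. Of the 41174 probes, 245 have 10 spots each, and 33 lacked a value on some array. Group means were fitted with limma, with 8 residual degrees of freedom and empirical Bayes variances. Probes were not aligned again to a genome. Gene names and accessions come from the deposited annotation of the array, of which 16628 of 33661 accessions were found in the reference table of transcripts. Genes named in the text are those the paper names and a claim needs, the 5 genes with the largest fold change each way in each mutant among non-overlapping calls, the 3 with the largest opposite changes, the 3 with the largest differences each way between the mutants and between the wildtype groups, sex-linked genes and cell type markers. The values in the paper's tables had been seen when this rule was set. For a named gene, the probe with the highest mean log2 signal over the 12 arrays was taken. The calculations used R 4.3.3, limma 3.58.1 and data.table 1.17.8.

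The lists of Tables S5 to S8 were matched to probes by accession. Gene lists were tested with camera, and tested again with fry, geneSetTest, camera with an estimated correlation, and random lists of probes with matched signal. For a list from the paper the median is over all its probes, and for a list of marker genes over the brightest probe of each gene. The adjusted p of a list is over the 3 lists taken from the paper, or over the 7 lists of marker genes. Of the lists with an unadjusted camera p of 0.05 or less in Schmid or Cog, fry kept all but the proliferating cell markers in Cog (p of 0.216), whose adjusted camera p was above 0.05. With the estimated correlation, the hypertrophic signature in Schmid and the endothelial and unfolded protein response markers in both mutants stayed at an unadjusted p of 0.05 or less, and the others did not.

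Neither the paper nor the sample labels say that mice with the same replicate number share a litter or a day. After group means were removed, arrays with the same number correlated across probes by 0.306, 0.283 and 0.117 between Schmid and its wildtype, by 0.505, 0.116 and 0.274 between the wildtype groups, and by -0.209, 0.153 and -0.201 between Cog and its wildtype. The arrays of Schmid and of the wildtype groups therefore deviate together by number, and those of Cog do not. The fit without the number as a block had been set beforehand and was kept, and the block was used in an alternative.

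The procedure was tested on simulated data. With 200 of 41174 probes changed by 3 on the log2 scale, 96% were recovered and 7 unchanged probes were called. The changed probes were drawn from the brighter ones only. With a change of 1.5, 45.5% were recovered. A simulated trend over the array's rows was removed by the position adjustment. In random lists, 0% of 200 had a camera p under 0.05. The simulated probes varied independently of each other. In the real arrays the estimated correlation within lists ran from 0.017 (hypertrophic signature) to 0.45 (erythroid markers). The random lists therefore do not measure how often camera would call a list by chance in these arrays.

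The annotation by function that the paper drew from DAVID, Gene Ontology and Ingenuity was not repeated. Proliferative zone arrays of wildtype mice and real-time PCR values were not analysed.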

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

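The following results either differ between the mutants under a test of the difference itself, or lie in genes and comparisons that the paper does not discuss. Chosen only after the results were seen were the tests on array position, on probe GC content, on the sequence motif, on dividing cells, on thyroglobulin copies, on non-specific signal, on the standard error common to both mutants, on same-numbered pairs and on the slides of the wildtype groups, and the splits of the arrays for the wildtype groups, the difference between the mutants and the gene lists.

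The changes in Schmid and Cog differed at 6814 of 41174 probes (limma, adjusted p of 0.05 or less). Of the 100 pairs of splits of the arrays, 1 gave as many, the real one. The other pairs mix mutant with wildtype arrays, so they test for any effect of the mutations and not for equal effects, and chance could not be excluded for this count. The count does not stand apart from the arrays used, with 4292 without wildtype replicate 2 of the Cog background, 4520 without wildtype replicate 2 of the Schmid background and 9700 without wildtype replicate 1 of the Schmid background. Slides argue for caution, since no slide held a mutant with its own wildtype. At the probes called in Schmid without the wildtype array that shared a slide with Cog, 96.8% kept their direction against that array alone. This rests on 1 array, so a difference between slides cannot be told apart from genotype in Schmid. For Cog, that same wildtype array lay 0.18 closer to Cog on the log2 scale than the others of its group. This was measured at the probes called in Cog, where the median change was 1.37. Of these probes, 86.8% kept their direction against that array alone. Over all probes, the Cog changes correlated with Cog minus that array (r of 0.49). Both values share the Cog arrays with the calls. Again a single array keeps the explanation open. An effect of the mutations is the biological difference in the design. Beyond these comparisons with 1 array, it was not tested apart from slides.

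For the counts in each mutant, 1 of 10 splits of the 6 arrays into 3 and 3 was as large in Schmid and 1 of 10 in Cog, in each case the real one. With 10 splits the smallest share is 0.1, so chance could not be excluded by this test. Of these splits, 4 part all 3 same-numbered pairs, as the real one does, and the others keep 2 pairs together. Among the 4, 1 was as large in each mutant, which cannot exclude chance either. Different sexes in the groups are argued against by Ddx3y and Eif2s3y, which are on the Y chromosome and were well above background on 12 of 12 arrays. Other values go the other way. Eif2s3y was higher in Schmid (2.44-fold, adjusted p of 0.017, within 0.0013 to 0.071 over the alternatives), a call lost without Schmid replicate 1 or wildtype replicate 2 or 3 of the Schmid background (0.059, 0.071 and 0.060). A second Ddx3y probe, not well above background on any wildtype array, was at least 2.51-fold higher in Schmid. The brightest Ddx3y probe (1.19-fold) and Jarid1d (-1.02) were not called. Xist, near background, was well above it on 3 Schmid arrays and 2 of its wildtype, and on 0 Cog arrays and 3 of its wildtype.

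More probes were called in Schmid than in Cog, and the test of the difference flagged this through single genes and lists. A larger spread between Cog mice is argued against as the cause. The spread was pooled over the 4 groups, so both mutants had the same standard error at each probe with values on all 12 arrays, and still 4.53 times as many probes were called in Schmid as in Cog. With own wildtype only, 1997 probes were higher and 1759 lower in Schmid, against 363 and 131 in Cog, where the median SD was 0.31 for Cog and 0.30 for its wildtype, and 0.19 for Schmid and 0.39 for its wildtype. The ratio of Schmid calls to Cog calls was 4.55 among probes well above background on all 12 arrays and 4.53 among all probes. Bright probes can hold non-specific signal too, so this ratio cannot decide whether more of it on the Cog arrays is the cause. Non-specific signal and slide effects stay open, as does a larger effect of the Schmid mutation.

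The proliferative signature differed between the mutants by 0.35 (median Schmid change minus Cog change, log2), a difference that camera's estimated correlation did not call (p of 0.12). In Schmid, its median exceeded those of 100% of 10000 lists matched on signal, which argues against brightness of the probes. With the trends over array position and probe GC content removed, the Schmid median was 0.23, which argues against these trends as the whole cause. More dividing cells in the dissected zone are argued against by the markers of dividing cells, whose median in Schmid was -0.57. Without wildtype replicate 1 of the Schmid background this median was -0.07 and no longer past the threshold. The real split of the arrays moved the signature furthest in 1 of 10 splits in Schmid, and 3 of 10 splits moved it as far in Cog, so chance could not be excluded by splits of 3 and 3.

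The cartilage markers differed between the mutants by -0.66. Without wildtype replicate 1 of the Schmid background the difference was -0.40 and not past the threshold (p of 0.051), nor was it with camera's estimated correlation (p of 0.20) or under either scaling to the 75th percentile (p of 0.31 and 0.15). Of the 10 splits, 1 moved the list as far in Schmid and 5 did in Cog, so chance could not be excluded here either. Single cartilage genes with a tested difference were Matn1 (-2.19), Chad (-2.10) and Col11a2 (-1.34). The difference for Matn1 was lost without Schmid replicate 2 or 3 or wildtype replicate 2 of the Cog background (adjusted p of 0.054, 0.051 and 0.058, within 0.0023 to 0.095 over the alternatives), and that for Col11a2 under both scalings to the 75th percentile (0.060 for each, from 0.0032 upwards). The Matn1 probe lies in the rows where Schmid signal was low, and its Schmid change was -2.52 with the position trend removed. No cause within the biology of the mutants was tested.

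The endothelial markers (-0.79) and the erythroid markers (-2.23) were lower in Schmid than in Cog relative to their wildtypes, and Hbb-b1 differed by -3.14. The endothelial difference was -0.64 and not past the threshold without wildtype replicate 1 of the Schmid background (p of 0.051), and camera's estimated correlation called neither list difference (p of 0.12 and 0.22). The Hbb-b1 difference was lost without Schmid replicate 2 or 3, Cog replicate 1 or 3, wildtype replicate 2 of the Schmid background or wildtype replicate 2 or 3 of the Cog background (adjusted p of 0.052 to 0.077, within 0.0092 to 0.12 over the alternatives). In Schmid all 5 of the 5 lists for blood, vessel, bone and marrow cells were lower (median log2 changes: endothelial -1.97, erythroid -1.38, myeloid -1.72, osteoblast -1.13, osteoclast -0.49, over the brightest probe of each gene). Over all probes, which the test used, the medians were -0.51, -1.38, -0.59, -1.01 and -0.62. This rests in part on wildtype replicate 1 of the Schmid background. Without it the myeloid median was -1.08 (p of 0.27) and the osteoclast median -0.36 (p of 0.12), neither past the threshold, and the erythroid median was -0.68, against -2.45 without replicate 3 and -0.86 without replicate 2. With all 6 wildtype arrays as control, the myeloid list was not past the threshold (p of 0.064). Fewer such cells in the dissected zone could give this pattern, and so could lower expression in the cells, or less blood and bone in the growth plates themselves. Nothing in these arrays separates tissue taken with the zone from tissue within it, and so these cannot be told apart. With camera's estimated correlation, the erythroid, myeloid, osteoblast and osteoclast lists in Schmid were not past the threshold (p of 0.16, 0.27, 0.13 and 0.27).

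Genes of the stress response also differed between the mutants by the test of the difference. Higher in Schmid relative to Cog were Fgf21 (5.82 at the brighter probe, and at the other, where the wildtype signals were at background, a fitted 7.18, or 6.69 with signals raised to the lowest level well above background), Car6 (3.22), Hspb8 (2.57), Ero1l (2.46), Hspb1 (2.08), Hspa4 (2.01), Hspa2 (1.86) and Dnaja3 (1.50). For Hspb8 the wildtype groups themselves differed by 1.84 (limma, adjusted p of 0.020), with the Cog background higher. Higher in Cog were Hyou1 (-2.72), Derl3 (-1.47), Edem1 at its brightest probe (-1.18) and thyroglobulin (Tg, -8.00), the product of the transgene. Some of these differences were lost without single arrays, those of Dnaja3 (adjusted p of 0.051 to 0.085) without Schmid replicate 1 or 3, Cog replicate 1 or 2, wildtype replicate 2 of the Schmid background or 2 or 3 of the Cog background, and of Hspb1 (0.051 to 0.064) without any one Schmid array, Cog replicate 1 or 3 or the same wildtype arrays. That of Edem1 was lost (0.051 to 0.070) without any one of 9 arrays, all but Cog replicate 2 and wildtype replicate 1 of either background, and with the replicate number as a block (0.053). Over the alternatives these adjusted p ranged from 0.011 to 0.094, 0.0028 to 0.064 and 0.0040 to 0.12. That of Derl3 was lost with the processed signal, with normexp values scaled to the 75th percentile, and with the position and GC trends removed (0.0053 to 0.21 over the alternatives). Mice with 1 and 2 copies of the transgene among the Cog arrays could spread the thyroglobulin signal, whose widest range over the 3 arrays was 0.32 on the log2 scale. The labels do not give the copies carried by each mouse, and the signal per copy is not known, so this cannot be told from these values. For the other genes a technical cause specific to 1 gene was not tested.

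Genes that the paper does not discuss showed large changes, some with a tested difference between the mutants. In Schmid these were Cdsn (4.95, difference 3.84), the transcript ENSMUST00000006171 (4.61, at least 8.94-fold), Pla2g10 (-4.77, difference -3.97), Nrgn (-4.04, difference -2.41), Grrp1 (-3.96, difference -2.63) and Slc9a2 (-3.90, difference -3.72). The fitted difference of 5.79 for ENSMUST00000006171 is not a measured size, since its probe was at background in Cog and in wildtype of the Schmid background, and it was 2.88 with signals raised to the lowest level well above background on each array. The Grrp1 difference was lost with the processed signal under either scaling (adjusted p of 0.086 and 0.079, from 0.0012 upwards over the alternatives). The probes of Grrp1, Nrgn and Slc9a2 lie in rows 1 to 159 of the array. With the position trend removed, their Schmid changes were -3.87, -4.00 and -3.85 (Grrp1 in Schmid, Nrgn in Schmid, Slc9a2 in Schmid), which argues against position as the whole cause.

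In Cog, the genes not discussed were Hyou1 (4.91), TC1515419 (4.65), Unc13a (-2.58), 9630050M13Rik (-2.55, at least 3.38-fold lower), the probe A_52_P517668 (-2.38), E130120C16Rik (-2.27, at least 1.69-fold lower, fitted difference 2.66, and 0.96 with signals raised to the lowest level well above background) and Ctnnbip1 (-2.15). The last of these is weak, with a spread of 1.31 (SD) between the Cog arrays and an adjusted p of 0.046, lost in 17 alternatives. The call of E130120C16Rik was lost with the processed signal scaled to the 75th percentile, with own wildtype only and without wildtype replicate 2 of the Cog background (adjusted p of 0.076, 0.056 and 0.054, from 0.0024 upwards over the alternatives). No technical or biological explanation was tested for these genes one by one.

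Hecw1 (difference -5.64) and Syt16 (-5.54) were lower in Schmid and higher in Cog, and Unc13a (a fitted 5.19, and 2.89 with signals raised to the lowest level well above background) was the reverse. Unc13a was at background in wildtype of the Schmid background, and its changes rest on the gap between the wildtype groups. With all 6 wildtype arrays as control, both its calls were lost (Unc13a in Schmid 0.65, adjusted p of 0.69; Unc13a in Cog -0.63, adjusted p of 0.83). Its Cog call was lost in 8 alternatives, among them without Schmid replicate 2, Cog replicate 1 or 3 or wildtype replicate 2 or 3 of the Cog background (adjusted p of 0.051, 0.068, 0.085, 0.12 and 0.087, within 0.0061 to 0.83 over the alternatives). Hecw1 in Cog lost its call with all 6 wildtype arrays as control (adjusted p of 0.078). Of the 120 probes lower in Schmid and higher in Cog, 42 hold the sequence TCTCCC, which 1.11% of all probes hold. The other probes with this sequence had a median difference between the mutants of -0.58, outside the range of -0.09 to 0.24 among 1000 lists matched on signal, while the reverse complement gave -0.12. A candidate explanation is cross-hybridization of a sequence common to many labelled molecules, which was noticed and tested on the same arrays.

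Between the wildtype groups, a comparison the paper does not make, 193 probes were past the threshold. The largest differences (Cog background minus Schmid background) as fitted were 2210010A19Rik (5.13), A630033E08Rik (4.33), Unc13a (3.91), Nedd4 (-3.19), AK040552 (-2.92) and AK041055 (-2.89). For 4 of these the lower group was at background, and the values and their order are not measured sizes: 2210010A19Rik was at least 18.7-fold, A630033E08Rik at least 6.60-fold and Unc13a at least 5.04-fold higher in the Cog background, and AK041055 at least 4.63-fold lower. Nedd4 had an adjusted p of 0.0497 (0.0069 to 0.23 over the alternatives) and lost its call in 16 of 26 alternatives, among them without any one array except Cog replicates 1 and 3. The calls of Unc13a and AK040552 were lost without wildtype replicate 2 or 3 of either background and with scan day as a block (adjusted p of 0.052 to 0.13), and that of AK041055 without replicate 2 of either background or replicate 3 of the Cog background (0.051 to 0.063). Over the alternatives the adjusted p ranged from 0.0023 to 0.072 for Unc13a, 0.0032 to 0.13 for AK040552 and 0.0015 to 0.063 for AK041055. Of the 10 splits of these arrays, 1 gave as many calls, the real one, and of the 4 that part all 3 same-numbered pairs, again 1. Neither number of splits can exclude chance. For 2210010A19Rik the adjusted p was 3.7e-08. The count was 811 without wildtype replicate 1 of the Schmid background, 98 without its replicate 2 and 127 without its replicate 3, and 102, 74 and 87 without replicates 1, 2 and 3 of the Cog background. At those 127 probes, the Schmid background array on the other slide and scan day was shifted by 0.29 towards the Cog background, against a median difference of 1.31. Slide and scan day cannot be told apart from strain with this array alone. A difference between the backgrounds of the mice is the biological explanation and was not tested.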

How the results depend on the processing

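The counts, the lists, the genes named and their other probes were recomputed with 1 choice changed at a time, and so were the differences between the mutants for the lists and for the genes named for such a difference. A gene list is called here at an unadjusted camera p of 0.05 or less. Chosen only after the data were seen were scan day as a block, removal of the trend over array position, and removal of the trends over array position and probe GC content. Of the 8192 values of single probes under alternatives, 7841 kept their direction and their side of the threshold, 253 lost their call, 81 gained one and 17 changed sign. A change of sign below the threshold and within 2 standard errors was counted as unchanged. Unless stated below, the cause of a change was not tested.

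Scaling moved the counts and their balance. With the processed signal scaled to the 75th percentile, 4031 probes were lower in Schmid, 276 higher and 85 lower in Cog, and the mutants differed at 3264. The median of all probes moved to -0.40 in Schmid and 0.43 in Cog under this scaling. The proliferative signature in Cog had a median of 0.0875 (p of 0.0089), the reverse of its direction otherwise but below the median of all probes. The cartilage markers in Cog gained a call (-0.25, p of 2.0e-06), the cartilage markers no longer differed between the mutants past the threshold (-0.71, p of 0.31), and the correlation of the mutants was 0.0081. Dimmer probes that changed sign were P5 (probe A_52_P339495) in Schmid (-0.40), Uty (probe A_52_P266202) in Schmid (-0.86), Steap2 (probe A_52_P379631) in Cog (0.93) and Xist (probe A_52_P113537) in Cog (0.97). With the processed signal quantile normalized, 3979 probes were lower in Schmid, 1016 higher and 546 lower in Cog, and 351 differed between the wildtype groups. The hypertrophic signature in Cog, whose adjusted p was 0.054 to begin with, lost its call (-0.22, p of 0.051), r was 0.020, and Uty in Cog, near background, was at -0.53. Dimmer probes that changed sign were Uty (probe A_52_P266202) in Schmid (-0.71), Dnaja3 (probe A_51_P326542) in Cog (-0.54), P5 (probe A_52_P339495) in Cog (-0.22), Steap2 (probe A_52_P379631) in Cog (0.11), Steap4 (probe A_51_P143893) in Cog (-0.32) and Xist (probe A_52_P113537) in Cog (0.18). With normexp values scaled to the 75th percentile, 3456 probes were lower in Schmid (median of all probes -0.35), 4496 differed between the mutants and 71 between the wildtype groups. The hypertrophic signature in Schmid lost its call (-0.43, p of 0.15), the cartilage markers in Cog gained one (-0.21, p of 0.00075), the cartilage markers no longer differed between the mutants past the threshold (-0.55, p of 0.15), r was 0.050, and Xist in Schmid was at -0.26, Hspa4 (probe A_52_P617817) in Schmid at -0.32 and P5 (probe A_52_P339495) in Schmid at -0.19. Of the changed probes in Schmid, 55.3% were higher after quantile normalization of normexp values, and 42.5, 42.1 and 42.6% under these 3 settings. With probes well above background in a group alone, the hypertrophic signature in Cog lost its call (-0.19, p of 0.052) and the difference of that signature between the mutants gained one (-0.29, p of 0.0021).

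The model for the arrays moved the counts in Cog, between the mutants and between the wildtype groups. With slide as a random block, 991 probes were higher and 649 lower in Cog, 12017 differed between the mutants and 450 between the wildtype groups. The correlation fitted within slides was -0.12, and slide as a fixed block could not be fitted. With own wildtype only, 363 were higher and 131 lower in Cog. With all 6 wildtype arrays as control, 361 were higher and 138 lower in Cog, the erythroid markers in Cog had a median of -0.0921 (p of 0.0051), r was 0.313, Ncam1 (probe A_52_P684037) in Schmid was at 0.12 and Trib3 (probe A_52_P600274) in Schmid at -0.0500. A control common to both mutants makes their changes alike by construction, and 20 simulations of unchanged groups gave 0.332. With changed probes that value would differ, so it does not show how much of r the common control accounts for. With array weights, 1050 were higher and 964 lower in Cog, 10885 differed between the mutants and 645 between the wildtype groups, and r was 0.148.

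With the replicate number as a block, 2404 probes were higher and 1971 lower in Schmid, 588 higher and 300 lower in Cog, 6149 differed between the mutants and 177 between the wildtype groups. Arrays of the same number were alike between Schmid and its wildtype and between the wildtype groups, while no source says what the number stands for. Under it Dnajc13 in Schmid lost its call (0.0565), as did Ctnnbip1 in Cog (0.0581) and the difference of Edem1 between the mutants (adjusted p of 0.053), while Ibsp in Schmid gained one, as did the osteoblast markers in Cog (-0.41, p of 0.035) and the difference of the hypertrophic signature between the mutants (-0.26, p of 0.035). It changed no other call of the genes and lists tested. With scan day as a block, that difference was -0.27 and past the threshold (p of 0.027). This is not a separate alternative, since it gave the same counts as leaving out wildtype replicate 3 of the Schmid background. That array alone of its group was scanned on the other day. The tally of 8192 values counts both settings.

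A stricter threshold lowers counts by construction. With an adjusted p of 0.01, 1280 probes were higher in Schmid, 165 higher and 82 lower in Cog, 2430 differed between the mutants and 49 between the wildtype groups. Under treat against a 2-fold change, the counts were 143 higher and 109 lower in Schmid, 14 higher and 0 lower in Cog, 203 between the mutants and 6 between the wildtype groups. In limma without treat, 8751 probes differed in Cog at an unadjusted p of 0.05 or less.

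For the lists, camera's estimated correlation cost the proliferative signature in Schmid (0.26, p of 0.11), the cartilage markers in Schmid (-0.55, p of 0.094) and the hypertrophic signature in Cog (-0.17, p of 0.096) their calls, and the differences between the mutants of the proliferative signature (0.35, p of 0.12) and the cartilage markers (-0.66, p of 0.20) theirs. The difference of the hypertrophic signature (-0.26) gained a call with geneSetTest (p of 7.6e-08), fry (p of 0.0022) and 10000 matched random lists (p of 1e-04, the smallest they can give), and with one probe per accession (-0.42, p of 0.0015). The proliferative signature in Cog (-0.0748) gained one with geneSetTest (p of 1.9e-05) and with 10000 matched random lists (p of 2e-04).

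With the position trend removed, 187 probes were lower in Cog, 4444 differed between the mutants and 86 between the wildtype groups, and r was 0.158. With the GC trend removed too, 202 were lower in Cog, 4138 and 106 differed, r was 0.155, the hypertrophic signature differed between the mutants past the threshold (-0.25, p of 0.028), and Tg in Schmid was at 0.20 (adjusted p of 0.55).

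Leaving out 1 array at a time gave the following ranges. Probes higher in Schmid: 1421 (without wildtype replicate 2 of the Schmid background) to 3683 (without its replicate 1), with 1511 without Schmid replicate 1. Lower in Schmid: 1406 to 2690, for the same arrays. Higher in Cog: 201 (without wildtype replicate 2 of the Cog background) to 763 (without wildtype replicate 1 of the Schmid background), with 344 without wildtype replicate 3 of the Cog background and 400 without Cog replicate 1. Lower in Cog: 105 (without wildtype replicate 2 of the Cog background) to 575 (without its replicate 1), with 137 without its replicate 3. Differences between the mutants ran from 4292 to 9700, and between the wildtype groups from 74 to 811.

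For the lists these ranges were -0.40 to -0.32 for the hypertrophic signature in Schmid, 0.18 to 0.34 for the proliferative signature in Schmid and -0.65 to -0.49 for the cartilage markers in Schmid. In Cog they were -0.18 to -0.12 for the hypertrophic signature, whose call was lost without Cog replicate 1 (p of 0.058) and without wildtype replicate 3 of the Cog background (p of 0.074), -0.104 to -0.0108 for the proliferative signature, called without that same wildtype array (p of 0.049), and -0.21 to 0.04 for the cartilage markers. The differences between the mutants ranged from -0.27 to -0.20 for the hypertrophic signature, called without wildtype replicate 3 of the Schmid background, Cog replicate 1 or 3 or wildtype replicate 2 or 3 of the Cog background (p of 0.027, 0.030, 0.049, 0.042 and 0.037), from 0.29 to 0.47 for the proliferative signature, and from -0.79 to -0.40 for the cartilage markers, lost without wildtype replicate 1 of the Schmid background (p of 0.051). The correlation of the mutants ranged from 0.015 (without wildtype replicate 3 of the Cog background) to 0.162 (without its replicate 1), with 0.048 without Cog replicate 2.

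Signal over background limits what the arrays show, above all in Cog, where 39.6 to 48.1% of spots were well above background. Fold changes of a mutant against wildtype are lower bounds where 1 group was at background, and were not given where both were. Log2 changes and differences at such probes are fitted values and not measured sizes.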

Differences from the paper's values

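The paper gives 424 probes higher in Cog, and 645 were found here. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's with normexp values scaled to the 75th percentile (435), the replicate block (588), own wildtype only (363), all 6 wildtype arrays as control (361), trended and robust variance (626), without Schmid replicate 1 (576), 2 (536) or 3 (517), without wildtype replicate 2 of the Schmid background (608), without Cog replicate 1 (400), 2 (502) or 3 (462), and without wildtype replicate 1 (625) or 3 (344) of the Cog background. It did not with the processed signal (276 scaled to the 75th percentile, 1016 quantile normalized), normexp offset 16 (675), probes well above background (689), marked spots kept (643), slide as a random block (991), series matrix values (641), array weights (1050), an adjusted p of 0.01 (165), treat (14), without wildtype replicate 1 (763) or 3 (674) of the Schmid background, or without wildtype replicate 2 of the Cog background (201). With the position trend removed, an alternative chosen after seeing the values, the count was 486, and 502 with the GC trend removed too. Of the 375 entries of Table S2 that are higher in Cog, 369 had a probe called in that direction in the values used here, 300 with the position trend removed and 295 with the GC trend removed too. Removing position therefore brings the count near the paper's by dropping calls the paper made, and it does not account for the difference.

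The paper gives 141 probes lower in Cog, and 307 were found here. The count was within 1.5 times the paper's with own wildtype only (131), all 6 wildtype arrays as control (138), without Schmid replicate 2 (211), and without wildtype replicate 2 (105) or 3 (137) of the Cog background. It was not within it under the other alternatives set before the data were examined. With the position trend removed, an alternative chosen after seeing the values, it was 187, and 202 with the GC trend removed too. Of the 135 entries of Table S2 that are lower in Cog, 132 had a probe called in that direction in the values used here, and 92 with the position trend removed, with or without the GC trend.

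For genes higher in Cog, the paper gives 375 and 622 were found here. For genes lower in Cog, the paper gives 134 and 297 were found here. With one probe per gene symbol, 530 genes were higher, within 1.5 times the paper's count, and 233 were lower, which is not.

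For P5, the paper's fold change in Cog is 6.8 in its table of UPR genes. The probe with the signal the paper lists gave 3.55, and none of the alternatives set before the data were examined brought it within the paper's value. In Schmid that probe gave 4.83, against the paper's 4.97. Another P5 probe gave 6.93 in Cog and 2.39 in Schmid.

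The brightest probe of Col6a2 in Table S5 lay further than 0.25 from the listed log2 signal. It gave 1.02 in Schmid and -1.68 in Cog, both over 1.5 times from the paper's values and opposite in sign. In Table S6, 1 entry was also without a probe near the listed signal. Other values of Tables S5 and S6 differed by over 1.5 times at the probe with the signal the paper lists. In Schmid these were Atp2a2 (the paper's 1.53, here -1.10), Tnfrsf10b (the paper's 1.62, here -1.10), Hspa12a (the paper's -1.28, here 1.18), Atg12 (the paper's -1.07, here 1.72) and Bcl2l11 (the paper's -2.23, here -1.21). In Cog they were Sdc3 (the paper's -2.54, here -1.41), Dnajc5 (the paper's 1.69, here -1.48) and Bcl2l11 (the paper's -1.78, here 1.01), with Eif2a (the paper's 2.05, here 1.30) within the spread between arrays. Of the alternatives set before the data were examined, those under which a value no longer differed from the paper's by this measure and the spread between arrays were normexp values scaled to the 75th percentile for Atp2a2, Hspa12a and Bcl2l11 in Schmid, all 6 wildtype arrays as control and leaving out wildtype replicate 3 of the Schmid background for Atp2a2 and Hspa12a, slide as a random block and leaving out Schmid replicate 1 for Hspa12a, the processed signal under either scaling for Bcl2l11 in both mutants, and leaving out Cog replicate 1 for Bcl2l11 in Cog. None did for Tnfrsf10b, Atg12, Sdc3 or Dnajc5. For each of these genes another probe of the gene, chosen after seeing the values, gave a fold change close to the paper's: 1.51 for Atp2a2, 1.65 for Tnfrsf10b, -1.31 for Hspa12a, -1.08 for Atg12 and -2.27 for Bcl2l11 in Schmid, and -2.53 for Sdc3, 1.65 for Dnajc5, -1.79 for Bcl2l11 and 2.11 for Eif2a in Cog.

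Over the genes of Tables S5 and S6, the median size of the log2 difference from the paper's values was 0.032 in Schmid for both tables, and 0.018 and 0.015 in Cog. The sign was not the paper's for 2 entries of Table S5 and 7 of Table S6 in Schmid, and for 3 and 4 in Cog. Of these 16, 3 are entries the paper gives as 1.00. Col6a2 of Table S5 is not in these counts. At its brightest probe the sign was opposite to the paper's in both mutants (1.02 in Schmid and -1.68 in Cog). The probe whose signal matches the paper's was not the brightest of its gene for Col11a1 and Epyc in Table S5 and for 27 genes of Table S6, among them Grp94, ERdj4, Bbf2h7, P5, Derl2, Edem1 and Dnajb1. The accession that Table S5 gives for Col9a1 is that of Col7a1 on the array, and the paper's values there match the Col9a1 probe (-1.89 in Schmid and -1.70 in Cog, against the paper's -1.85 and -1.74).

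In Fig. 6, the paper finds Schmid and Cog closer to each other than to either wildtype group for both signatures. It reads this from heatmaps of relative fold changes that include proliferative zone arrays. The measure here is another one, the root mean square difference of group means, which grows with the size of a change. It does not test the pattern of the heatmaps. Over the hypertrophic signature, the root mean square difference of 0.98 between Schmid and Cog was smaller than that between Schmid and either wildtype group (1.14 and 1.23), but larger than that between Cog and its own wildtype (0.62) or the other wildtype group (0.64). Over the proliferative signature the value between Schmid and Cog was 0.76, against 0.84 and 0.79 for Schmid and 0.51 and 0.56 for Cog.

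The paper calls the hypertrophic signature changed in Cog by its gene set test at a lower p than camera gave here (0.018). With geneSetTest (1.5e-12) and with 10000 matched random lists (1e-04, the smallest they can give), p was within the paper's limit, and so it was with camera for the processed signal (1.9e-11) and for normexp values (2.1e-06), both scaled to the 75th percentile. In Schmid the camera p was within it too. The proliferative signature in Cog, for which the paper's gene set test was not significant, was not called by camera (0.24) and was by geneSetTest.

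The paper counts Dnajb1 among chaperones higher in Schmid, Fgf21 among genes highly upregulated in both mutants and Erp57 among foldases upregulated in both. The brightest Dnajb1 probe was not past the threshold, and the probe matching the paper's table was (2.67), though not without Schmid replicate 1 or wildtype replicate 2 of the Schmid background, or with all 6 wildtype arrays as control. Fgf21 in Cog was not called at its brighter probe (1.21) and was at the other (at least 2.52-fold). Erp57 in Schmid stayed just under 2-fold (1.90). It was past the threshold with all 6 wildtype arrays as control, with the series matrix values, and without Schmid replicate 3 or wildtype replicate 1 of the Schmid background.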

Other observations

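Of the tests here, those on array position and GC content and the splits for the gene lists were chosen after the results were seen.

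Probes lower in Schmid were crowded into the first rows of the array, with 65.8% of those with a single spot in rows 1 to 159, which hold 29.6% of such probes. A candidate explanation is uneven signal over the slide. The probes with 10 spots each allow a test on one sequence at several places. Their spots in these rows, relative to their spots elsewhere, were lower in Schmid than in wildtype by -0.26 on the log2 scale. Relative to the other rows, they lay between -0.21 and -0.20 on the 3 Schmid arrays and between 0.03 and 0.06 on the wildtype arrays of that background. They also lay lower, between -0.16 and -0.09, on the 3 wildtype arrays of the Cog background, which shared another slide, and between 0.04 and 0.08 on the Cog arrays. This is consistent with a technical gradient that differed between slides, and a biological cause would need to follow the layout of the array. In Cog the same measure was 0.18, since the lower values were on its wildtype arrays, and the calls in Cog were also uneven over the rows. The gradient in Schmid was stronger for probes rich in G and C: in these rows, 49.0% of probes with over 55% GC were lower in Schmid, against 6.93% in the other rows.

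The gradient does not account for the results as a whole. With the trends over rows and GC content removed, 1369 probes were lower in Schmid, of which 1096 were among the 1930 called lower without this step. The median of the hypertrophic signature in Schmid was then -0.37, and the correlation of the Schmid and Cog fold changes was 0.16. The adjustment did not even out the rows. With the position trend removed, 5.85% of probes were lower in Schmid in the first of 10 bands of rows, against 2.49% in the last. The hypertrophic signature in Schmid lay at percentile 0 among 10000 lists matched on signal, which argues against brightness of its probes. For the hypertrophic signature, 1 of 10 splits of the arrays moved the list as far in Schmid and 1 of 10 in Cog, so chance could not be excluded by splits of 3 and 3.

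An intensity-dependent bias common to both comparisons could raise their correlation. With each fold change taken relative to probes of like signal, r was 0.0897, against 0.0936 without this step. The step moved next to nothing, so it does not test such a bias, which stays open.

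Among the sex-linked genes, Ddx3y and Eif2s3y were present on all 12 arrays, Jarid1d was well above background on each, and the brightest Uty probe was not well above background on any.

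Of the 645 probes higher in Cog, 46.0% had a positive change in Schmid. The markers of proliferating cells had a median change of -0.54 in Cog (camera, preset correlation, p = 0.043, adjusted p = 0.088), the osteoblast markers -0.41 (camera, preset correlation, p = 0.050, adjusted p = 0.088), the osteoclast markers -0.24 (camera, preset correlation, p = 0.28, adjusted p = 0.39) and the myeloid markers 0.96 (camera, preset correlation, p = 0.42, adjusted p = 0.49). These medians are over the brightest probe of each gene. Over all probes, which camera took, they were -0.39, -0.25, -0.44 and 0.20. The osteoblast result depends on the setting, with an unadjusted p of 0.05 or less in 17 of 33 alternatives and medians from -0.75 to -0.19 over them.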
